# Time-resolved transcriptomic profiling of the developing rabbit’s lungs: impact of premature birth and implications for modelling bronchopulmonary dysplasia

**DOI:** 10.1186/s12931-023-02380-y

**Published:** 2023-03-15

**Authors:** Matteo Storti, Maria Laura Faietti, Xabier Murgia, Chiara Catozzi, Ilaria Minato, Danilo Tatoni, Simona Cantarella, Francesca Ravanetti, Luisa Ragionieri, Roberta Ciccimarra, Matteo Zoboli, Mar Vilanova, Ester Sánchez-Jiménez, Marina Gay, Marta Vilaseca, Gino Villetti, Barbara Pioselli, Fabrizio Salomone, Simone Ottonello, Barbara Montanini, Francesca Ricci

**Keywords:** Bronchopulmonary dysplasia, Premature birth, Transcriptomics, Proteomics, Lung development

## Abstract

**Background:**

Premature birth, perinatal inflammation, and life-saving therapies such as postnatal oxygen and mechanical ventilation are strongly associated with the development of bronchopulmonary dysplasia (BPD); these risk factors, alone or combined, cause lung inflammation and alter programmed molecular patterns of normal lung development. The current knowledge on the molecular regulation of lung development mainly derives from mechanistic studies conducted in newborn rodents exposed to postnatal hyperoxia, which have been proven useful but have some limitations.

**Methods:**

Here, we used the rabbit model of BPD as a cost-effective alternative model that mirrors human lung development and, in addition, enables investigating the impact of premature birth per se on the pathophysiology of BPD without further perinatal insults (e.g., hyperoxia, LPS-induced inflammation). First, we characterized the rabbit’s normal lung development along the distinct stages (i.e., pseudoglandular, canalicular, saccular, and alveolar phases) using histological, transcriptomic and proteomic analyses. Then, the impact of premature birth was investigated, comparing the sequential transcriptomic profiles of preterm rabbits obtained at different time intervals during their first week of postnatal life with those from age-matched term pups.

**Results:**

Histological findings showed stage-specific morphological features of the developing rabbit’s lung and validated the selected time intervals for the transcriptomic profiling. Cell cycle and embryo development, oxidative phosphorylation, and WNT signaling, among others, showed high gene expression in the pseudoglandular phase. Autophagy, epithelial morphogenesis, response to transforming growth factor β, angiogenesis, epithelium/endothelial cells development, and epithelium/endothelial cells migration pathways appeared upregulated from the 28th day of gestation (early saccular phase), which represents the starting point of the premature rabbit model. Premature birth caused a significant dysregulation of the inflammatory response. TNF-responsive, NF-κB regulated genes were significantly upregulated at premature delivery and triggered downstream inflammatory pathways such as leukocyte activation and cytokine signaling, which persisted upregulated during the first week of life. Preterm birth also dysregulated relevant pathways for normal lung development, such as blood vessel morphogenesis and epithelial-mesenchymal transition.

**Conclusion:**

These findings establish the 28-day gestation premature rabbit as a suitable model for mechanistic and pharmacological studies in the context of BPD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-023-02380-y.

## Introduction

Extremely premature infants (born below 28 weeks of gestation) are at high risk of developing bronchopulmonary dysplasia (BPD) [1, 2]. At delivery, the lungs of extremely premature infants are still in the boundaries between the canalicular (~ 16–24 weeks of pregnancy) and saccular (~ 24–36 weeks) phases of lung development and are morphologically and biochemically immature. At this early stage of development, their lungs still lack alveolar structures and a fully mature surfactant system, which is reflected by their inability to sustain adequate gas exchange [3]. Consequently, extremely premature infants usually require intensive respiratory support to manage their respiratory distress, including assisted ventilation and supplementary oxygen [4]. Preterm birth, perinatal infections and inflammation, and life-saving therapies like post-natal oxygen and mechanical ventilation are strongly associated with the development of BPD [5]. Such triggers, alone or combined, may cause lung inflammation and alter programmed molecular patterns of normal fetal lung development, most notably normal alveolarization and pulmonary vascularization [5, 6], which clinically manifests as a chronic oxygen dependency in BPD infants.

The current knowledge on the molecular regulation of lung development mainly derives from animal studies due to the inherently limited availability of lung samples from preterm infants. Mice and rats exposed to postnatal hyperoxia or antenatal inflammation have been widely used to mimic BPD due to their limited maintenance cost, short gestation and large litter size [7, 8]. However, unlike term human neonates, who are born in the alveolar phase, term rodents are delivered in the saccular phase, displaying structurally immature but functionally mature lungs [7, 8]. Large animal models (e.g., non-human primates and lambs) provide more accurate physiological models than small laboratory animals; for instance, alveolarization starts before term birth, and their developmental timeline is comparable to humans [9]. Moreover, they can be delivered prematurely and managed with clinical-like supportive conditions [9, 10]. Nevertheless, large animal models have disadvantages such as long gestation, small litter size, high maintenance costs, and ethical limitations. Rabbit models represent a good compromise between small and large animals. They are cost-effective, have a short gestation period (31 days), have a large litter size, their lung development mirrors the human one and they can be delivered prematurely [11]. Premature rabbits delivered at 28 days of gestation (i.e., at the early saccular phase) display mild to moderate respiratory distress and impaired postnatal lung development compared to age-matched term rabbit pups [12]. The 28-day gestation preterm rabbit model exposed to postnatal hyperoxia has been used in pharmacological studies in the context of BPD [13–17].

In recent years, the combination of advanced analytical methods with bioinformatic tools has enabled high-volume analysis, integration, and interpretation of the molecular pathways involved in lung development. Microarray and proteomic technologies have been used to characterize the biomolecular aspects of lung development in murine models [18–23]. Moreover, RNA sequencing analyses have been performed on lung tissue collected at different developmental stages in mice, piglets and macaques [24–26]. Nevertheless, just a few studies conducted in mice and rhesus macaques have characterized lung developmental stages from early fetal to later postnatal phases [22, 25]. To the best of our knowledge, a time-dependent molecular characterization of the distinct stages of lung development has not yet been performed in rabbits.

The aim of the present study is to delve into the translational power of premature rabbits as a suitable model of BPD. For this purpose, we first characterized the normal lung development of the rabbit through the sequential application of histological, transcriptomic, and proteomic analyses of the different stages of lung development (i.e., pseudoglandular, canalicular, saccular and alveolar phases). Then, we investigated the impact of premature birth on the programmed molecular pathways of the lung development, comparing the transcriptomic profiles of preterm rabbits obtained during their first week of life with those from age-matched term pups. Lastly, we compared the transcriptomic results obtained in the present study with similar available records on lung development in mice [22].

## Materials and methods

### In vivo protocol and tissue collection

All experiments were approved by the intramural Animal Welfare Body and the Italian Ministry of Health (Prot. n° 744/2017-PR and n° 899/2018-PR) and comply with the European regulations for animal care. Timed pregnant rabbits (New Zealand White) were provided by Charles River Laboratories (Domaine des Oncins, France) and maintained with food and water ad libitum until the Caesarian section (C-section) or natural birth occurred (31st day of gestation).

For the normal lung development study, fetal (F) pups were extracted by C-section, and the lungs were immediately harvested at the 20th, 23rd, 25th, 27th, 28th, and 29th days of gestation (n = 3–6 per time point, from F20 to F29, Fig. 1). Dams were sedated with intramuscular (i.m.) medetomidine 2 mg/kg (Domitor®, Orion Pharma, Finland). Ten minutes later, they received i.m. 25 mg/kg of ketamine (Imalgene 1000®, Merial, France) and 5 mg/kg of xylazine (Rompun®, Bayer, Germany). Subsequently, dams were euthanized with an overdose of pentothal sodium (50 mg/kg, MSD Animal Health, USA). The abdomen was immediately opened, and the uterus was exposed to extract all pups through hysterectomy. Term (T) rabbits were naturally delivered on the 31st day of gestation (T31) and maintained with their mothers at room air in individual cages up to 11 days of postnatal age. Lung samples (n = 3–6 per time point) were collected immediately after birth (T31) or 4, 6 and 11 days after birth (T35, T37, T42, respectively).

**Fig. 1:**
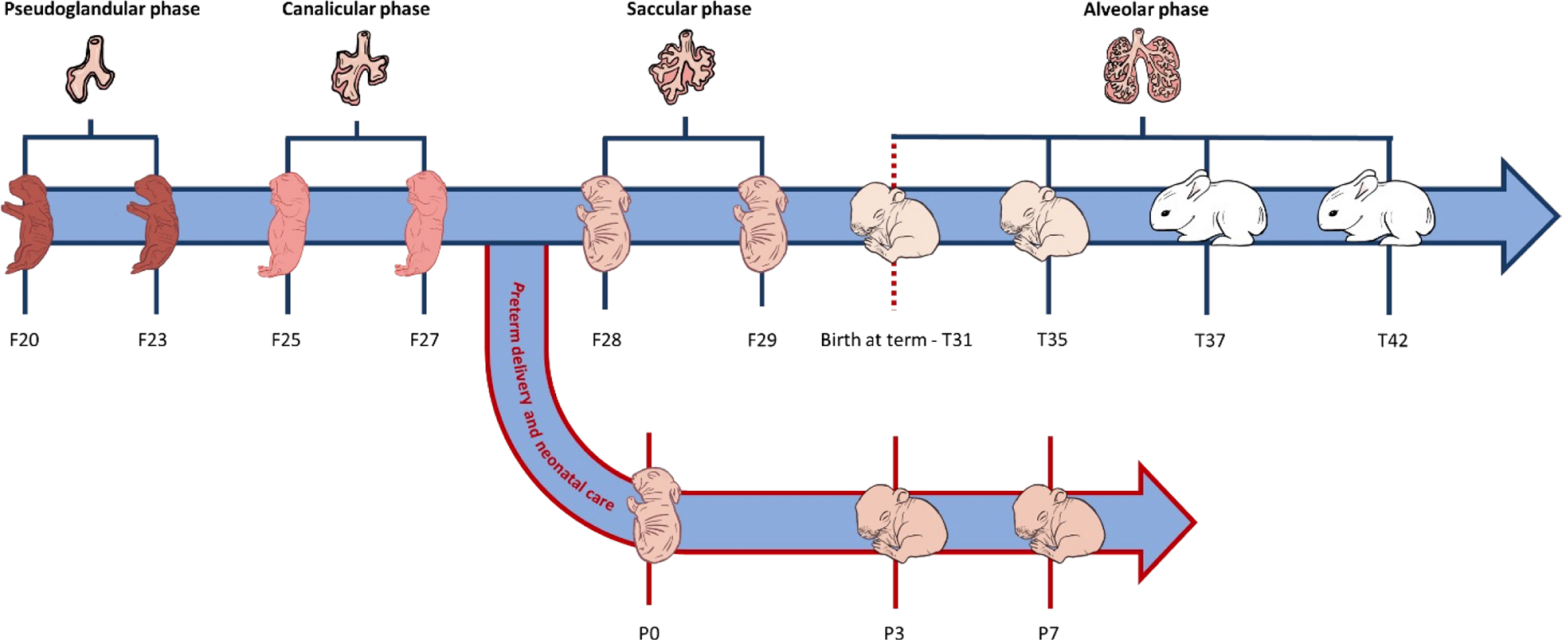
Scheme of the experimental design. Samples were collected at different lung developmental phases (i.e., pseudoglandular, canalicular, saccular and alveolar phases). Fetal (F) rabbit pups were extracted via C-section on the 20th, 23rd, 25th, 27th, 28th and 29th day of gestation (F20–F29); lung samples were harvested immediately after delivery, trying to avoid that pups took their first breath. Term (T) pups were naturally delivered on the 31st day of gestation and maintained with their mothers in room air until lung collection: immediately after birth (T31), and 4 (T35), 6 (T37), and 11 days (T42) after natural birth. Preterm (P) rabbits were delivered through C-section on the 28th day of gestation and maintained in room air until lung collection: immediately after birth (P0), and 3 (P3) and 7 (P7) days after preterm delivery

Premature (P) pups were extracted on the 28th day of gestation and kept at room air for up to 7 days. Animal care and feeding protocols have been described in detail elsewhere [12, 15]. The lung samples of premature pups were harvested 1 h (P0), 3 days (P3) and 7 days (P7) after premature delivery (n = 3 per time point, Fig. 1).

All pups were euthanized with a pentothal sodium overdose before lung harvesting. The lungs were immediately surgically dissected to avoid contact with the surrounding environment, weighted, and selectively separated into the right and left lungs. At least three lung pairs were collected at each fetal and postnatal time point, each lung obtained from pups delivered from a different dam. The right lungs were dedicated to transcriptomic analysis, while histological analysis was performed on the left ones. Exclusively for very early fetal time points (20 and 23 gestational days), transcriptomic and histological analyses were performed on whole lungs due to their reduced size. In addition, for proteomic analyses, whole lungs were harvested from littermates delivered from the same mothers of the RNA-seq pups in fetal and term groups (F25, F27, F28, F29, T31 and T35) and stored at − 80 °C.

### Lung tissue histomorphometry

Lungs were fixed with 10% formalin buffer (Sigma-Aldrich, Germany) under constant pressure (25 cmH_2_O). After 48 h, lung samples were dehydrated in graded alcohol solutions, xylene clarified, and paraffin-embedded. Serial 5 µm thick sections were obtained using a rotary microtome and stained with hematoxylin and eosin, Masson’s trichrome or orcein, according to the manufacturer’s specifications (Histo-Line Laboratories). Histological slides were acquired as whole slide images (WSI) by a digital slide scanner (Nanozoomer S-60, Hamamatsu, Japan).

Lung development was histomorphometrically analyzed by calculating the tissue density (TD), radial alveolar count (RAC), and medial thickness of pre- and intra-acinar arteries (MT%). The tissue density was determined using an application developed within the Visiopharm image analysis software (Hoersholm, Denmark). The stained tissue area of the WSI was assessed using a threshold-based mask on a lung segment, predicting the exclusion of air spaces and the inclusion of cells and nuclei. The percentage of the stained area was calculated by dividing the stained area by the total selected area (× 100). The RAC was determined by drawing a perpendicular line from the lumen of the terminal bronchiole to the nearest connective tissue septum or pleural margin, and the number of saccules or alveoli crossed by this line was counted [27, 28]. For the evaluation of MT%, ten random peripheric muscularized vessels with an external diameter (ED) of approximately 100 µm, corresponding to the pre-and intra-acinar arteries in rabbits, were selected for each section. Their external (ED) and internal diameter (ID) along the shortest axis of the vessel was measured at 40 × magnification, and MT% was calculated by applying the following formula [29]:

$${\text{MT}}\% = \left( {{\text{ED}} - {\text{ID}}} \right)/{\text{ED}} \times {1}00$$

This proportional parameter nullifies the effect of vasodilation, vasoconstriction, and tissue shrinkage.

The statistical comparisons of the histomorphometry parameters at different lung developmental phases were performed by one-way ANOVA followed by Tukey’s test (GraphPad Prism 8.4.3, San Diego, CA, USA). A *P* < 0.05 was accepted as significant.

### Transcriptomic profiling: mRNA purification, library preparation and sequencing

After collection, lungs were immediately placed in RNA Later (Sigma Aldrich, USA) and stored at − 20 °C. Samples were homogenized in QIAzol® Lysis Reagent. Total RNA was extracted with the miRNeasy Mini Kit protocol (QIAGEN, Germany), using an automated method (QIAcube: QIAGEN, Germany) adapted to include DNase I treatment. RNA concentration was measured using Qubit 4 fluorometer (Thermo Fisher Scientific, USA). RNA integrity was assessed by checking the 2:1 ratio of 18S and 28S ribosomal RNA bands and RNA Integrity Number (RIN) by agarose gel electrophoresis and Bioanalyzer RNA 6000 Nano Kit (Agilent, USA), respectively. Lung-derived RNA was suitable for RNA-sequencing (RIN > 8). Libraries for high-throughput RNA sequencing were prepared using the QuantSeq FWD kit (Lexogen, Austria) and sequenced in three different runs with the Illumina NexSeq500 platform, which generated at least 20 million reads for each sample. 96% of the reads were mapped to the rabbit genome.

### Bioinformatic analyses

Read quality analysis was performed with the *FastQC* tool. The adapters’ sequences were trimmed with *BBduk* from the suite BBtools [30]. RNA-seq reads were aligned to the rabbit genome (Oryctolagus cuniculus, OryCun2.0) with STAR [31], and gene counts were obtained with HTSeq-count [32], using the latest *Ensembl* rabbit annotation [33]. A custom script was employed to account for reads mapping to unannotated 3’ UTRs of protein-coding genes (accessible at https://github.com/danilotat/UTR_add_extend_GTF). Data are deposited at the Gene Expression Omnibus (GEO) repository under the accession number GSE220843. The batch effect due to the different sequencing runs was removed using *removeBatchEffect* function in *limma* [34]. Each sample count was normalized to the sample library size and transformed into Counts Per Million (CPM). Expressed genes were filtered using a threshold of 0.5 CPM in at least 3 samples. A Trimmed Mean of M values (TMM) normalization was applied. Differentially expressed genes (DEGs) were identified with *limma’s voom* tool (Bioconductor, R package). Genes were deemed to be differentially expressed if the absolute fold change (FC) was > 2 and the adjusted *P* ≤ 0.05.

### Gene co-expression analysis

Modules of co-expressed genes were identified using the weighted gene co-expression network analysis (WGCNA) package in R [35]. This analysis was performed on data collected from fetal and term groups. Only genes with a minimum expression of 0.5 CPM in all samples of at least 3 out of the 4 developmental phases (pseudoglandular–canalicular–saccular–alveolar) were used for module construction. Modules were identified on a signed network using the *blockwiseModules* function (WGCNA package in R) using default parameters, except for the soft thresholding power set at 10, minimum module size set at 30, and *mergeCutHeight* set at 0.25. Module eigengenes (ME) were correlated with histological parameters using Pearson correlation.

Pathway enrichment analysis was performed using Metascape software [36]. Gene Ontology Biological Processes, KEGG Pathway, Reactome, and Hallmark Gene Sets databases were used. Only terms with q-values ≤ 10^–4^ were considered significantly enriched. Heat maps were generated using the *Morpheus* tool [37]. Principal Component Analysis (PCA) was conducted using R and visualized with the package *scatterplot3D*.

### Proteomic analysis

Whole rabbit lungs from the F25, F27, F28, F29, T31 and T35 (n = 3 per time point) time points were homogenized in PBS (1 mL/100 mg) using a *GentleMax* homogenizer. Sodium dodecyl sulfate and dithiothreitol were added at final concentrations of 2% (v/v) and 0.1 M, respectively, to the lysis solution. Each sample was digested with trypsin following the filter-aided sample preparation (FASP) protocol [38]. Peptides were labelled with six-plex tandem mass tags (TMT, TMT 6-plex, Thermo Fisher Scientific) following the manufacturer’s instructions. The 18 available samples were divided into three TMT-6-plex groups, distributing one animal at each time point in each of the TMT 6-plex.

TMT sets were analyzed with the Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific, Germany) coupled to a Thermo Scientific Dionex Ultimate 3000 nano RSLC, further coupled with the Advion Triversa Nanomate (Advion BioSciences, Ithaca, NY, USA) as the nanoESI source, performing nanoelectrospray through chip technology in data-dependent acquisition (DDA) mode. For the MS3 analyses for TMT quantification, multiple fragment ions from the previous MS2 scan (SPS ions) were co-selected and fragmented by higher energy collisional dissociation (HCD), using a 65% collision energy and a precursor isolation window of 2 Da. Database searches for protein identification were performed with Proteome Discoverer v2.1.0.81 software (Thermo Fisher Scientific) using Sequest HT search engine and UniProt Oryctolagus cuniculus (2020_04) and contaminants. Peptide mass tolerance was 10 ppm for the MS1 analysis, 0.6 for the MS2, and 20 for the MS3. Protein intensities were normalized using the internal reference scaling (IRS) method [39]. Briefly, only proteins detected in all samples were kept, and three normalization steps were applied: sample Loading normalization, IRS normalization, and TMM normalization.

## Results

### Distinct lung developmental stages show significantly different histomorphometry parameters

The normal lung development was first characterized through histological analyses and using various histomorphometry parameters. Figure 2 displays representative histological microphotographs of the pseudoglandular, canalicular, saccular and alveolar stages of the rabbit´s lung development. The pseudoglandular phase expands from F16 to F23 in the rabbit (5–17 weeks of gestation in humans and from embryonic [E] day 9.5 to E16.6 days in mice) [3, 11, 40]. At F20, the lung looked like a tubular glandular tissue (Fig. 2A), whereas airway differentiation becomes visible in F23 lungs, corresponding to the transition from the pseudoglandular to the canalicular phase. At this stage, some of the epithelial tubes at their distal end widen into airspaces covered by a more flattened epithelium than the conducting airways one (Fig. 2B, arrows). This distinction allows the recognition of the acinus/ventilatory unit for the first time.

**Fig. 2:**
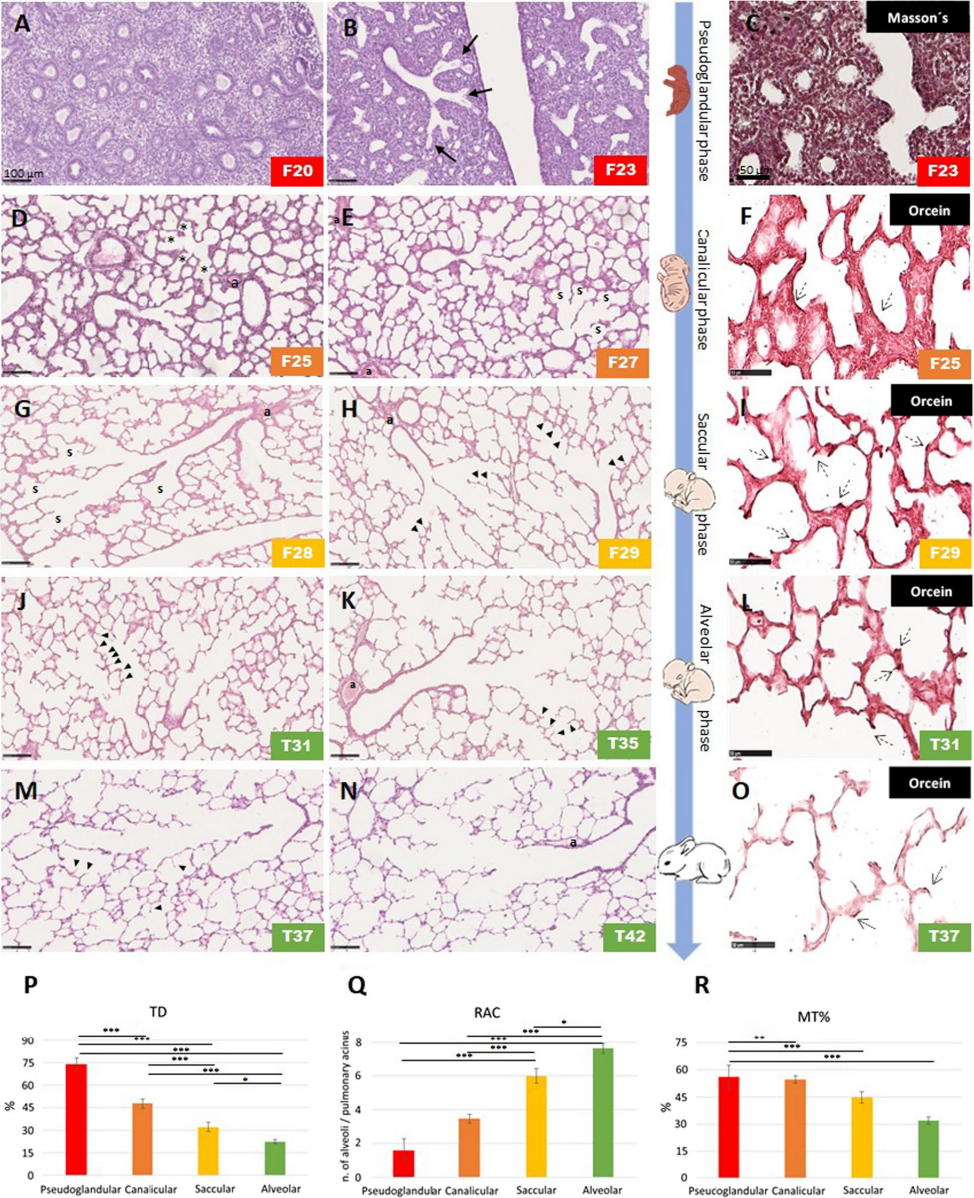
Histological characterization and histomorphometry data of the rabbit’s normal lung development. Representative microphotographs of the lung parenchyma during the pseudoglandular (**A**–**C**), canalicular (**D**–**F**), saccular (**G**–**I**) and alveolar phases (**J**–**O**) of lung development. The first two columns from the left, show sections stained with hematoxylin and eosin obtained at each lung developmental stage. In the right column, Masson’s trichrome staining (**C**) shows the scarce presence of intercellular matrix during the pseudoglandular phase, and orcein staining (**F**, **I**, **L**, **O**) shows fine elastic fibers (dotted arrows). The evolution of tissue density (TD), radial alveolar count (RAC) and the medial thickness of pre- and intra-acinar arteries (MT%) are shown in **P**, **Q** and **R** (as mean ± standard error of the mean of at least six lungs per phase of lung development. Asterisks above horizontal lines indicate a significant difference in the comparisons between different lung developmental phases (ANOVA followed by Tukey’s test; *P < 0.05; **P < 0.01; ***P < 0.001)

The canalicular phase encompasses F23 to F27 (16–24 weeks of gestation in humans and E16.6 to E17.4 in mice) [3, 11, 40] and is characterized by the widening, elongation and branching of all airway generations. Simultaneously, there was a marked reduction of the pulmonary interstitial connective tissue. Each terminal bronchiole branched into 2–4 wide and straight acinar canals lined by cuboidal epithelial cells, some of which started to flatten and differentiate into type I pneumocytes (asterisks in Fig. 2D). Vascularization of the surrounding mesenchymal tissue progressively increased (Fig. 2D, E). Orcein staining revealed fine elastic fibers within the inter-canalicular septa, arranged along the perimeter of the air spaces (Fig. 2F).

The saccular phase expands from F27 to F30 (24–36 weeks of gestation in humans and E17.4 to postnatal day [PND] 5 in mice). The transition from the canalicular to the saccular phase is characterized by the branching of terminal bronchioles into several prospective alveolar ducts, ending in typical groups of enlarged air spaces (denoted by “s” in Fig. 2E, G). Terminal bronchioles appear associated with thick-walled arterioles. The mesenchymal tissue surrounding the terminal sacs condenses to form thick and highly cellular inter-saccular septa or primary septa. Few low ridges start to protrude from the primary septa to develop into secondary septa (arrowheads in Fig. 2H). Orcein staining at F29 reveals that elastic fibers, essential to elongate the crests and divide the primary saccules into smaller alveoli [41], begin to concentrate in the apical portion of the developing secondary crests (dotted arrows in Fig. 2I).

From F29 to T31, the changes in the architecture of the lung parenchyma continued but in a less pronounced way; secondary crests are visible (arrowheads in Fig. 2J) and the alveoli became more abundant, attesting to the entry into the alveolar phase. Like in humans, the alveolar phase starts in the late fetal period in rabbits (at F30) and continues postnatally (starts at 36 weeks of gestation in humans and at PND5 in mice) [3, 11, 40]. After birth, alveoli became dilated, thin-walled, and increasingly cup-shaped (Fig. 2K, M). Also, the wall of the arteries accompanying the bronchioles (pre-and intra-acinar arteries, denoted by “a” in Fig. 2N) became increasingly thin. At T31 and T36, elastic fibers appear highly localized in the apical portion of the developing secondary crests (dotted arrows in Fig. 2L, O).

The qualitative histological analysis was complemented with a semiquantitative evaluation of several histomorphometry parameters, including TD, RAC, and MT%. The progressive thinning of interalveolar septa and airspaces enlargement along the lung developmental stages was confirmed by a gradual reduction of the TD (Fig. 2P). An initial mean TD percentage of around 85% was observed in the pseudoglandular phase, which was significantly reduced in later phases (*P* < 0.001). The most abrupt and wide variation of TD was observed at the transition from the pseudoglandular to the canalicular phase (*P* < 0.001) and the transition between the canalicular and saccular phases (*P* < 0.001). Instead, the RAC increased significantly in the saccular phase compared with the pseudoglandular and canalicular phases and peaked in the alveolar phase, as expected (Fig. 2Q). The progressive thinning of the pre- and intra-acinar arterioles is denoted by the gradual decrease of MT% (Fig. 2R).

### Time-resolved transcriptomic profiling of the rabbit’s normal lung development

A time-resolved transcriptomic analysis was performed to characterize phase-related expression patterns during lung development. 

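Lung RNA of 36 fetal and term rabbits was analysed for the development series, and the animal was the replicate. The pseudoglandular phase held 8 animals (4 at F20 and 4 at F23), the canalicular phase 6 (3 at F25 and 3 at F27), the saccular phase 6 (3 at F28 and 3 at F29) and the alveolar phase 16 (6 at T31, 3 at T35, 4 at T37 and 3 at T42). The libraries were made with the QuantSeq FWD kit, which reads each messenger RNA near its 3′ end, so that a count does not depend on transcript length. The authors trimmed the adapters with BBduk, aligned the reads to OryCun2.0 with STAR and counted them per Ensembl gene with HTSeq-count. The deposited table holds whole-number counts of 29587 genes in 54 libraries, without normalization, and includes the preterm animals.
Counts per library were between 6433138 and 7323627 in the pseudoglandular phase (median 7019854) and between 5771693 and 7532109 in the canalicular phase (median 6201900). The saccular libraries held 6205938 to 7072167 counts (median 6608646) and the alveolar libraries 6514089 to 8073755 (median 7211489.5). The sequencing statistics of Additional file 1 list 19467704 to 22575205 mapped reads over the 54 libraries, so the counted reads were 27.0% to 37.6% of the mapped reads. All values given here use the deposited counts. No molecular identifiers are described, so reads of 1 gene are not independent molecules.
The libraries came from 3 sequencing runs. F20, F23, T37 and T42 were sequenced only in run 3, F27 and F29 only in run 1, and F25, F28, T31 and T35 in more than 1 run. The development fit used 1 library per animal from runs 1 and 3, taking the run 3 library of an animal sequenced in both. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, with the phase and the run in the model. A gene was called at an absolute fold change above 2 and an adjusted p of at most 0.05, the thresholds of the paper. In counts simulated from the gene means and library totals of these data, changes of 1.5 to 3 on the log2 scale were planted in 200 genes. Of these, 93% were called, none with the wrong sign, and no other gene was called. The simulation held no other phase differences and smaller run differences than those measured, so this share may be higher than in the data.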

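At least 0.5 CPM in at least 3 libraries was reached by 15504 genes over the 36 animals of the development series and by 15945 genes over all 54 libraries, fetal, term and preterm together. A count of at least 1 was found for 15176 to 16097 genes per library. The deposited table lists genes by Ensembl identifier without their biotype, so these totals include non-coding genes. With a stricter filter of at least 10 counts in every library, 8642 genes were left in the development series. Human orthologues were not analysed here.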

In total, 12,506 protein-coding genes were identified, of which 11,482 (92%) had an identified human orthologue. 

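A PCA of the 36 fetal and term animals was made on log2 CPM values of all 15504 genes, after removal of the run difference with limma's removeBatchEffect and with the time point protected. The first component held 38.1% of the variance and the second 10.2%. On the first component the time point means rose from -107.1 ± 4.4 (SD, n = 4) at F20 and -79.3 ± 6.3 (SD, n = 4) at F23 to -27.9 ± 6.7 (SD, n = 3) at F25 and 0.9 ± 12.6 (SD, n = 3) at F27. They reached 23.5 ± 1.6 (SD, n = 3) at F28 and 39.3 ± 6.6 (SD, n = 3) at F29. The 4 alveolar time points lay between 26.3 ± 9.7 (SD, n = 4, T37) and 47.6 ± 8.5 (SD, n = 6, T31), so F29 was within their range. The second component set these apart, with 29.3 ± 3.4 at F29, 7.9 ± 13.7 at T31, -17.1 ± 1 at T35, -42.1 ± 5.1 at T37 and -46.4 ± 4.1 at T42 (SD over the same animals). Without removal of the run difference the second component held 24.2% of the variance, and the run explained 89.1% of its spread between animals.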

Samples collected at the same lung developmental phase were grouped together after PCA analysis (Fig. 3A). 

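The distance of each animal from the mean of its time point was measured on the first pair of principal components, scaled for the number of animals at the time point. It averaged 7.57 over the 6 fetal time points and 10.0 over the 4 term time points, a ratio of 1.32. The difference was not larger than that between other divisions of the 10 time points into 6 and 4 (two-sided exact permutation test over 210 divisions, p = 0.338). The largest mean distance was at T31 (15.3 ± 5.4, SD, n = 6) and the smallest at F28 (2.2 ± 1.3, SD, n = 3). Without T31 the ratio was 1.09 (exact permutation test, p = 0.774). The paper's methods name a package for plots in 3 dimensions, and the third component was not part of this distance. On that component the SD was 22.7 at T31, 3.8 to 8.9 at the other term time points and 0.8 to 10.2 at the fetal ones. Measured over all genes, the mean distance was 0.497 log2 units per gene in the fetal time points and 0.511 in the term ones (exact permutation test, p = 0.452). The ratio was below 1 when only the 500 most variable genes were used (0.792 on the first pair of components). Within run 1 (4 fetal and 2 term time points) the ratio was 1.46 (exact permutation test, p = 0.267), and within run 3 (3 fetal and 4 term time points) it was 2.21 (exact permutation test, p = 0.2), both on components computed from that run alone. The run 1 test had only 15 divisions, so its p could not fall under 0.05.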

Fetal samples clustered more tightly in different time points than the term ones, suggesting a progressive gene expression variation from fetal to term groups.

**Fig. 3:**
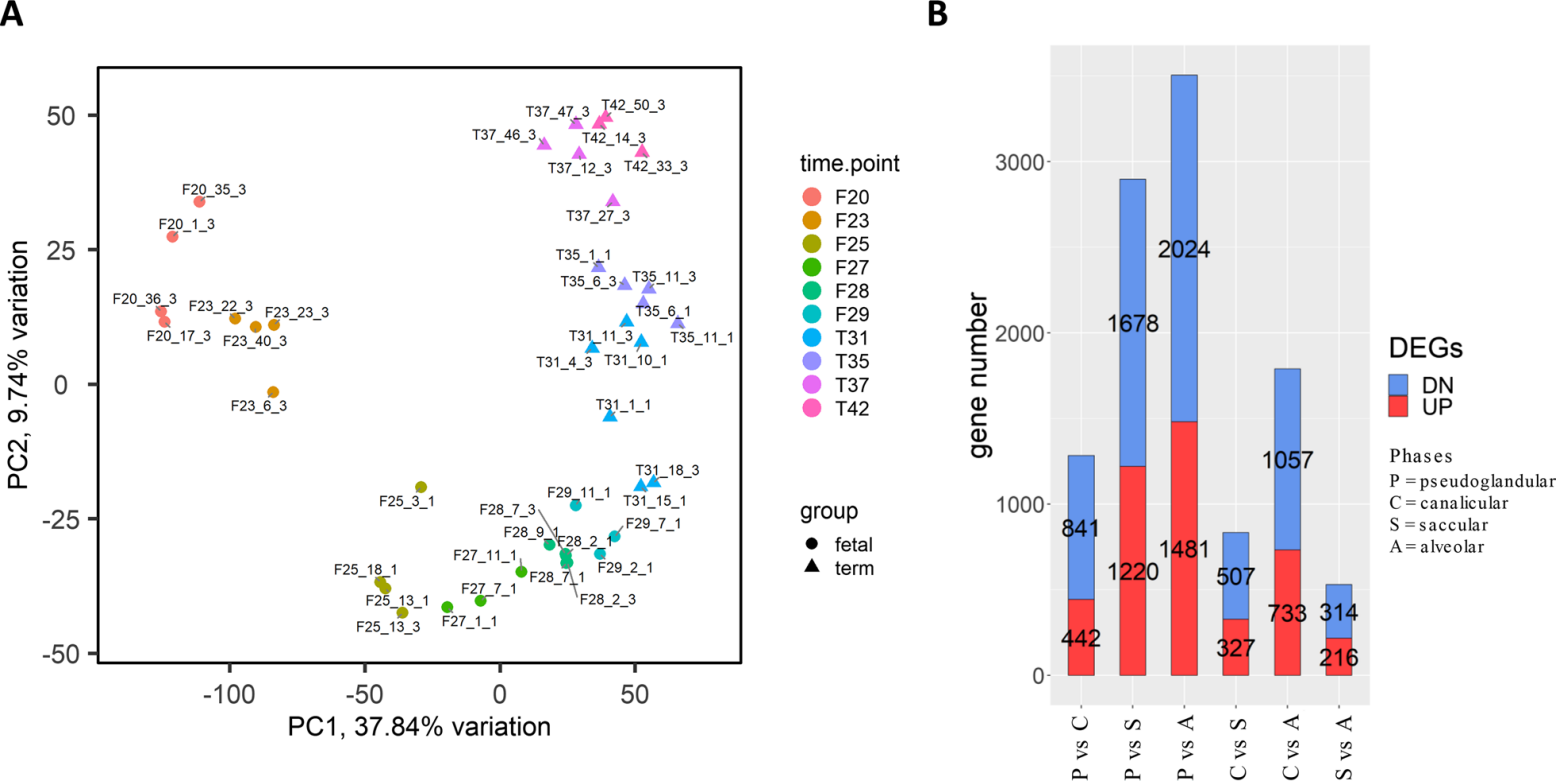
**A** Principal component analysis (PCA) highlighting specific clustering of lung samples belonging to the same time-point. The last number in sample names indicates in which RNA-sequencing run the sample was sequenced. **B** Histogram representation of differentially expressed genes (DEG) identified by comparative transcriptomic profiling of different developmental phases (P = pseudoglandular, C = canalicular, S = saccular, and A = alveolar phases). Up-regulated (UP) and down-regulated (DN) genes are shown in red and blue, respectively

The limma-voom analysis identified 4160 unique genes as differentially expressed between different lung developmental phases in at least one comparison. 

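Of the genes tested in the development fit, 5038 (32.5%) were called in at least 1 of the 6 phase comparisons. Calls in 1 comparison were made for 1615 genes, in 2 comparisons for 1441, in 3 for 1248, in 4 for 510, in 5 for 213 and in all 6 for 11. The other 10466 genes were called in none. Among the alternatives tried, the lowest number was 1881, with at least 10 counts in every library, and the highest 9674, by the adjusted p alone. With limma-voom on 1 library per animal the number stayed within 1.5 times of 5038.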

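Calls by phase were made with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. From the pseudoglandular to the canalicular phase 1376 genes were called, 859 higher and 517 lower in the later phase. Between the pseudoglandular and saccular phases 3314 genes were called (1842 higher, 1472 lower), and between the pseudoglandular and alveolar phases 4144 (2382 higher, 1762 lower). The canalicular phase differed from the saccular phase in 636 genes (386 higher, 250 lower) and from the alveolar phase in 1617 (1032 higher, 585 lower). Between the saccular and alveolar phases 325 genes were called, 237 higher and 88 lower in the alveolar phase. The share higher in the later phase ranged from 55.6% in the pseudoglandular to saccular comparison to 72.9% in the saccular to alveolar comparison.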

The number of DEGs in each developmental phase comparison is reported in Fig. 3B. 

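Counted by the adjusted p alone, without the fold change threshold, 8423 genes differed between the pseudoglandular and alveolar phases and 6218 between the pseudoglandular and saccular phases. The canalicular and alveolar phases differed in 3458. Without the run in the model, the pseudoglandular to saccular comparison gave 4221 calls and the pseudoglandular to alveolar comparison 4054, so their order changed. With 6 animals drawn at random from each phase in 20 draws, the median number of calls was 3643 between the pseudoglandular and alveolar phases and 3198 between the pseudoglandular and saccular phases.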

As expected, the number of DEGs increased with the temporal distance between the two phases considered for each comparison, and the highest number of DEGs was identified between the most distant phases (i.e., pseudoglandular vs alveolar phases). Conversely, a lower number of DEGs was detected in the comparisons between chronologically close phases (e.g., pseudoglandular vs canalicular; canalicular vs saccular; and saccular vs alveolar). 

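With the same 20 draws of 6 animals per phase, the adjacent phases gave a median of 1303 calls from the pseudoglandular to the canalicular phase (1019 to 1709) and 696.5 from the canalicular to the saccular phase (589 to 804). The canalicular to alveolar comparison, which skips a phase, gave a median of 1472 (1136 to 1628), a range that overlaps that of the pseudoglandular to canalicular step. With all animals, the pseudoglandular to canalicular step gave more calls than this comparison without the run in the model (3348 against 2958). It also did so with the time point as the factor (1881 against 1590) and with at least 10 counts in every library (571 against 528). Under the other alternatives it gave fewer. From the counts of the 6 comparisons, the paper states that the number of DEGs follows the time between the phases compared.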

The lowest number of DEGs was found for the saccular to alveolar transition.

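In the saccular to alveolar comparison the median over these draws was 381 calls (100 to 574), the lowest of the 6 comparisons in 20 of 20 draws. By the adjusted p alone the order was reversed, with 1041 genes differing between the saccular and alveolar phases and 1016 between the canalicular and saccular phases (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Without the run in the model it was reversed as well, with 689 calls for the saccular to alveolar step and 458 for the canalicular to saccular step. In the development fit most canalicular and saccular animals were sequenced in run 1 and most alveolar ones in run 3. Between runs 3 and 1, 4110 genes were called in the same animals. Without the run in the model, run differences therefore enter the saccular to alveolar step more than the canalicular to saccular step.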

Weighted gene co-expression network analysis (WGCNA) was applied in order to visualize the time-dependent modulation of gene expression. 

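The temporal patterns of the deposited counts were described with k-means clusters, since WGCNA was not used here, and the clusters are not the modules of Fig. 4A. The filter was that of the paper, at least 0.5 CPM in all animals of at least 3 of the 4 phases, and it left 10565 genes. Their log2 CPM values over the 36 animals, with the run difference removed, were converted to z-scores for each gene and divided into 10 clusters with 50 random starts. A cluster profile is the mean z-score of its genes at each time point, and its SD is that between animals.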

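The 10 clusters of genes held from 726 to 1611 genes each, and the 4 largest held 49.4% of the genes. Clusters with their highest mean in the pseudoglandular phase held 33.7% of the genes, those highest in the canalicular phase 17.0%, in the saccular phase 24.8% and in the alveolar phase 24.6%. The shares depended on the method, and with average-linkage hierarchical clustering 44.3% of the genes were in clusters highest in the pseudoglandular phase and 4.14% in clusters highest in the canalicular phase.

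**Figure D1:**
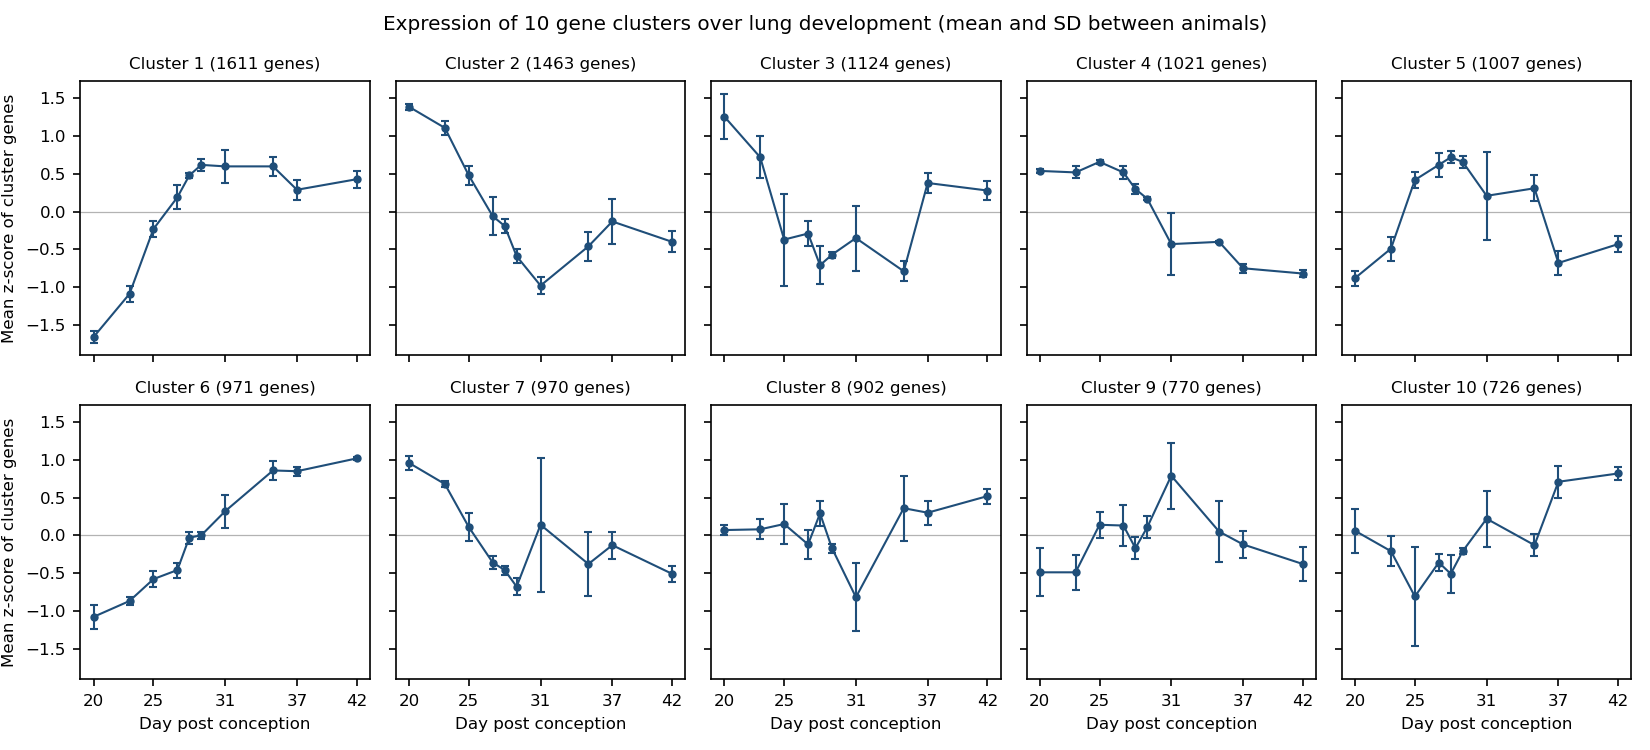
Mean z-score of log2 CPM (vertical axis) against days after conception (horizontal axis) for the 10 k-means clusters, with 1 panel per cluster, and bars giving the SD between the animals of a time point. Cluster 1 rises from -1.66 at F20 to 0.62 at F29, and cluster 2 falls from 1.39 at F20 to -0.98 at T31.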

Ten modules of co-expressed genes were thus identified (Fig. 4A). For each module, gene expression appears summarized in a representative module eigengene (ME) profile (i.e., genes with similar temporal expression patterns). MEs 1–4 accounted for about 75% of all the analyzed genes. Enrichment pathway analysis was performed on genes belonging to each ME to highlight specific biological processes involved in different phases of lung development (Fig. 4B). In addition, a correlation analysis was performed between individual MEs and the outcomes of the quantitative evaluation of the histomorphometry parameters (TD, RAC, and MT%, Fig. 4C).

**Fig. 4:**
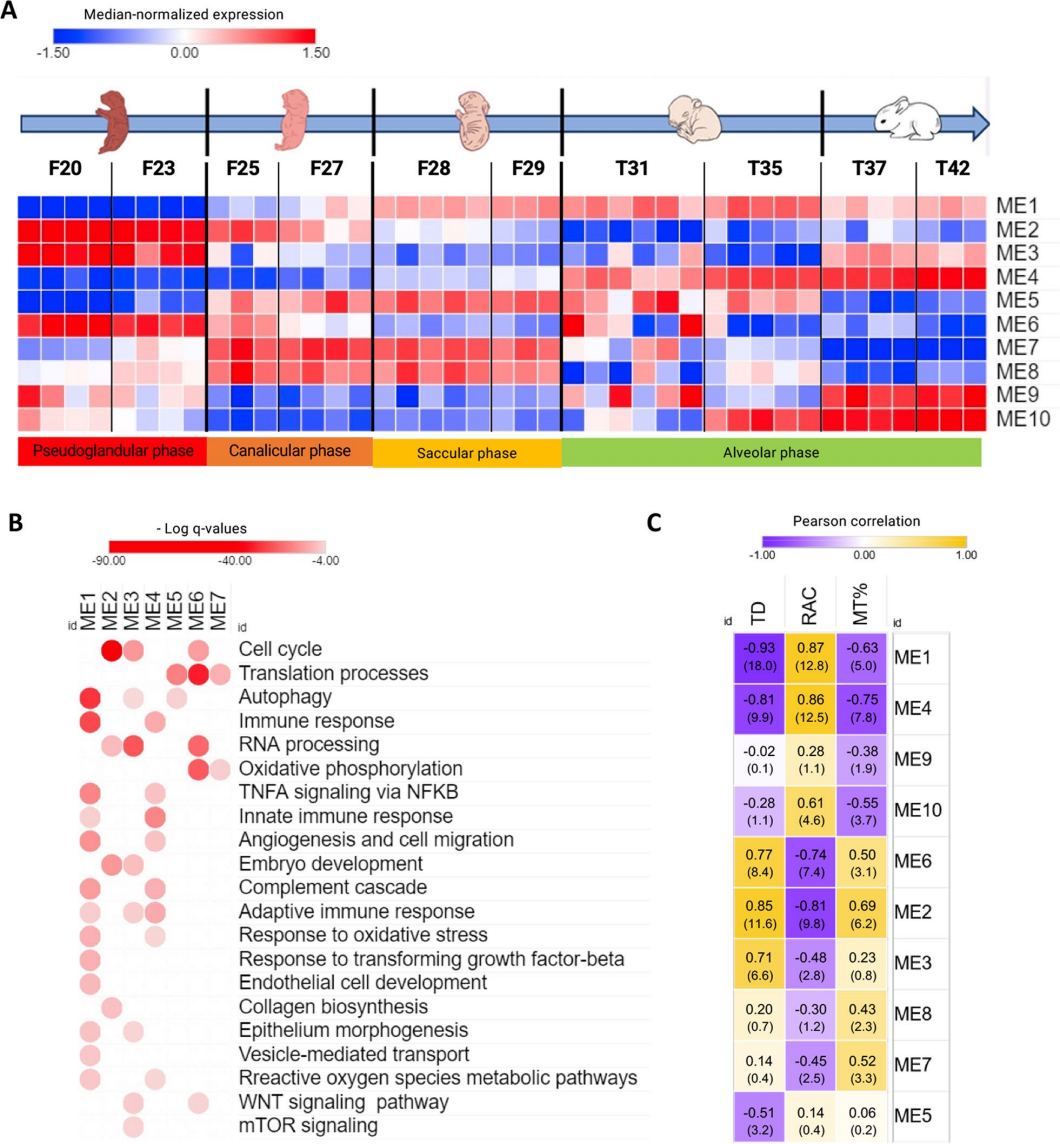
Developmental phase-dependent gene expression analysis. **A** Module eigengene (ME) heatmap representation of gene expression data derived from lung samples collected at the indicated (from fetal to post-natal) developmental time-points. Median-normalized expression levels are shown on a low-to-high scale (blue–white–red). **B** Results of pathway enrichment analysis performed on distinct modules of co-expressed genes. Representative terms, among the most significantly enriched in one or more modules, are reported (modules 8, 9 and 10 are not shown as they are enriched only in marginally statistically significant pathways; the full list of terms and modules is available in Additional file 1). Color saturation corresponds to enrichment significance (− Log q-values). C: Correlation analysis between MEs and histomorphometry parameters (negative correlations are shown in purple and positive correlations in yellow, − Log p-values are indicated in parenthesis)

Module 1, which with over 2500 genes accounts for about 20% of all transcribed genes, was characterized by a gene expression trend that increased from the pseudoglandular to the alveolar phase (Fig. 4A). This module, moreover, displayed the strongest negative correlation with TD (*P* = 10^–18^). 

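Among the k-means clusters, those with their lowest mean in the pseudoglandular phase and a mean above 0 in the alveolar phase were clusters 1, 6 and 9. Cluster 1 held 1611 genes (15.2%), and its mean z-score was -1.38 in the pseudoglandular, -0.02 in the canalicular, 0.55 in the saccular and 0.48 in the alveolar phase. All 8 pseudoglandular animals had lower values (-1.74 to -0.97) than all 16 alveolar animals (0.16 to 0.88). Cluster 6, with 971 genes, rose at each phase, from -0.98 over -0.52 and -0.01 to 0.77. Cluster 9 held 770 genes and its phase means were -0.49, 0.13, -0.03 and 0.08, with the animals of both phases overlapping (-0.81 to -0.04 and -0.61 to 1.26).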

Enrichment pathway analysis revealed several pathways critical for the latest fetal phases of lung development, such as autophagy, epithelial morphogenesis, response to transforming growth factor-β (TGF-β), angiogenesis, epithelium/endothelial cells development, and epithelium/endothelial cells migration processes. In addition, pathways that might be activated as a consequence of natural birth, such as response to oxidative stress, complement cascade, and tumor necrosis factor-α (TNF-α) signaling via NF-κB, were also part of this module (Fig. 4B).

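Clusters 2, 3, 4 and 7 of the k-means division had pseudoglandular means above 0 and alveolar means below 0, and clusters 2, 3 and 7 peaked at F20. The mean z-score of cluster 2 (1463 genes) was 1.25 in the pseudoglandular phase, 0.21 in the canalicular, -0.39 in the saccular and -0.49 in the alveolar phase, and no alveolar animal (-1.19 to 0.15) reached the lowest pseudoglandular animal (1.02). In cluster 3 (1124 genes) the means were 0.99, -0.33, -0.64 and -0.12, and in cluster 7 (970 genes) 0.82, -0.13, -0.57 and -0.22. The alveolar animals of these clusters overlapped with the pseudoglandular ones, and 1 alveolar animal reached 1.28 in cluster 7. In cluster 3 only F20, F23, T37 and T42 lay above 0, the time points sequenced in run 3 only, so a remaining run difference may be part of its pattern. Cluster 4 (1021 genes) stayed high through the canalicular phase (0.53 and 0.59) and was 0.23 in the saccular and -0.6 in the alveolar phase.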

Modules 2, 3, and 6 featured an opposite trend, with high gene expression in the pseudoglandular phase and low gene expression in the later phases of lung development. Among these modules, module 2 displayed the highest positive correlation with TD (*P* = 3 × 10^–12^). Cell cycle, embryo development, epithelium morphogenesis, collagen biosynthesis, mTOR signaling, RNA processing, oxidative phosphorylation, and WNT signaling pathways were enriched in these modules related to early embryonic morphogenesis. Interestingly, almost 40% of the genes belonging to these modules code for proteins with a predicted nuclear localization, suggesting that at least a fraction of them may correspond to master regulators of lung development.

Gene expression levels in module 4 increased from birth (T31) to T42. This module also featured the highest positive correlation with RAC (*P* = 4 × 10^–13^). 

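From T31 to T42 the largest rise in the cluster means was that of cluster 8 (902 genes), from -0.82 ± 0.45 (SD, n = 6) at T31 to 0.36 ± 0.43 (SD, n = 3) at T35, 0.3 ± 0.16 (SD, n = 4) at T37 and 0.52 ± 0.1 (SD, n = 3) at T42. Its fetal means were close to 0, between -0.17 and 0.29. Cluster 6 rose from 0.32 ± 0.22 at T31 to 0.86 ± 0.12 at T35, 0.85 ± 0.06 at T37 and 1.02 ± 0.02 at T42 (SD over the same numbers of animals). T37 and T42 were sequenced in run 3 only, and T31 in runs 1 and 3.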

After birth, innate and adaptive immunity, angiogenesis, and reactive oxygen species metabolic pathways were upregulated.

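Cluster 5 of the k-means division (1007 genes) had a mean z-score of -0.88 ± 0.1 (SD, n = 4) at F20 and -0.49 ± 0.16 (SD, n = 4) at F23. It was 0.42 ± 0.11 (SD, n = 3) at F25, 0.62 ± 0.16 (SD, n = 3) at F27, 0.72 ± 0.08 (SD, n = 3) at F28 and 0.66 ± 0.08 (SD, n = 3) at F29. At T31 it was 0.21 ± 0.58 (SD, n = 6) and at T35 0.31 ± 0.17 (SD, n = 3). It fell to -0.68 ± 0.16 (SD, n = 4) at T37 and -0.43 ± 0.11 (SD, n = 3) at T42, below every animal of F25 to F29, the lowest of which was at 0.31. The time points below 0 (F20, F23, T37 and T42) were those sequenced in run 3 only, and all others held run 1 libraries. The run was removed with the time point protected, so a remaining run difference cannot be told apart from this pattern.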

Module 5 is characterized by an increase in gene expression levels from the fetal to early alveolar phase (from F25 up to T35), followed by downregulation in the late stages of the alveolar phase (T37 and T42 groups). Autophagy and vesicle-mediated transport are the most represented pathways in this module.

Modules 7 and 8 featured a marked upregulation across the canalicular and saccular phases that dampened off upon transition to the alveolar phase. 

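By phase, cluster 5 was the only one of the 10 k-means clusters whose canalicular and saccular means (0.52 and 0.69) both exceeded its pseudoglandular and alveolar means (-0.68 and -0.15). The 12 canalicular and saccular animals lay above all 8 pseudoglandular animals (-0.96 to -0.25) but overlapped with the 16 alveolar animals (-0.86 to 0.97). The pseudoglandular, T37 and T42 animals were sequenced in run 3 only, so a remaining run difference may be part of this pattern.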

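Cluster 10 of the k-means division (726 genes) had its lowest means in the canalicular (-0.58) and saccular (-0.36) phases and its highest in the alveolar phase (0.4), with -0.07 in the pseudoglandular phase. Its mean z-score was -0.81 ± 0.65 (SD, n = 3) at F25, -0.51 ± 0.25 (SD, n = 3) at F28, 0.22 ± 0.37 (SD, n = 6) at T31 and -0.13 ± 0.15 (SD, n = 3) at T35. At T37 it was 0.71 ± 0.21 (SD, n = 4) and at T42 0.82 ± 0.09 (SD, n = 3). The 12 canalicular and saccular animals (-1.55 to -0.16) overlapped with the alveolar animals (-0.27 to 1.01). T37 and T42, the highest time points, were sequenced in run 3 only, so a remaining run difference may add to their height.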

Modules 9 and 10 displayed the opposite trend, with low expression levels in the canalicular and saccular phases and a subsequent upregulation with high gene expression levels in the late stages of the alveolar phase. Module 7 is enriched in translation and oxidative phosphorylation-related genes, while no significant enrichment could be detected in modules 8, 9, and 10 (see Additional file 1 for complete enrichment analysis).

### Proteomic validation of the transcriptomic profiling of the normal rabbit’s lung development

A quantitative proteomic analysis was performed to characterize the proteome profile and validate the transcriptomic analysis of the canalicular, saccular and alveolar stages. Collectively, 28,427 peptide groups were generated, which mapped 4367 proteins, of which 2164 proteins were observed in all analyzed samples.

Integration of proteomic and transcriptomic profiles revealed 1927 genes common to both analyses. A subset of genes was selected in order to validate the observed gene expression with the encoded protein levels during different lung developmental stages (a manuscript with the full report of the proteomic analysis is under preparation). Histone deacetylases 1 and 2 (HDAC1 and HDAC2) were more expressed both at the transcriptional and proteomic levels from F25 to F27 (Fig. 5). The expression of surfactant proteins A and B (SFTPA1 and SFTPB) increased from F28 with higher protein upregulation from F29 along the alveolar phase. Catenin beta 1 (CTNNB1) and collagen type I alpha 1 and alpha 2 chain proteins (COL1A1 and COL1A2) are mostly expressed in the alveolar phase. Peroxiredoxin 1, 3 and 6 (PRDX1, PRDX3. PRDX6), catalase (CAT), glutathione peroxidase (GPX1), superoxide dismutase 1 (SOD1), thioredoxin (TXN), platelet and endothelial cell adhesion molecule 1 (PECAM), platelet derived growth factor beta (PDGFRB) and transforming growth factor beta induced (TGFBI) showed a similar expression pattern between protein and mRNA, being mostly expressed in the alveolar phase.

**Fig. 5:**
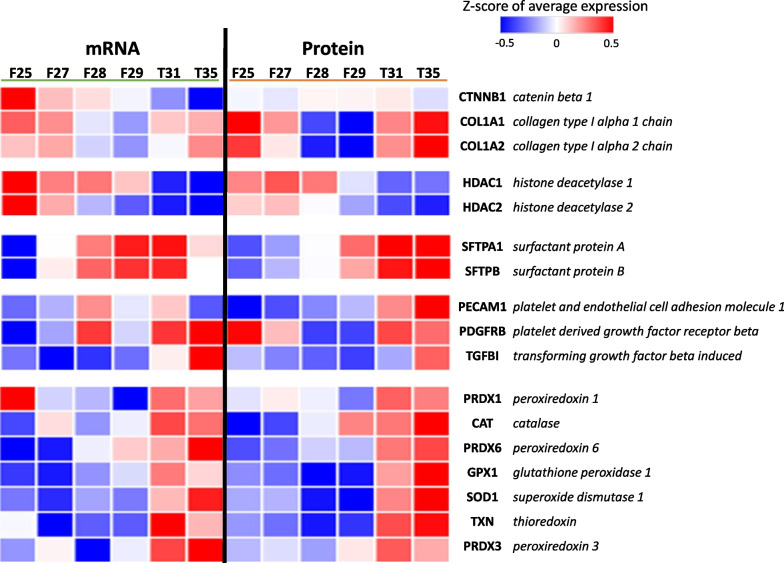
Comparison of the expression at mRNA and protein levels for selected genes of interest. Z-score-normalized expression levels are indicated on a low-to-high scale (blue–white–red)

### Premature birth induces distinct gene expression patterns in the developing lung compared with the normal lung development

The impact of premature birth on gene expression was evaluated by comparing the transcriptomic profiles of preterm (P0 at 1 h, P3 and P7) and age-matched pups for their physiological lung development (F28, T31 and T35) (Fig. 6A). 

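Right-lung RNA of 9 preterm pups (3 each at P0, P3 and P7) was compared with that of 12 fetal and term animals, 3 at F28, 6 at T31 and 3 at T35. The libraries, the alignment and the counting were those of the development series. Total counts per library were 6930854 to 7413106 at P0 (median 7230598), 7119531 to 7707950 at P3 (median 7441796) and 6962801 to 7778938 at P7 (median 7743338). In the age-matched groups they were 6683823 to 7379614 at F28 (median 7006936), 6514089 to 8073755 at T31 (median 6925662.5) and 7179908 to 7989730 at T35 (median 7381691).
All P0 and P3 libraries came from run 2, as did 2 of the 3 P7 libraries, and the remaining P7 library came from run 3. T31 was sequenced in runs 1 and 3 only, so no run holds both P3 and T31. The 3 F28 animals and 2 of the 3 T35 animals were sequenced in more than 1 run. For each animal 1 library was used, that of run 2 where there was one, otherwise that of run 3 and otherwise that of run 1, which placed 2 F28 and 2 T35 animals in run 2. All 21 animals and 14544 genes were fitted together, with the group and the run in the model and the filter and thresholds of the development fit. In a test on simulated changes in 200 genes, this fit called 86.5% of them, none with the wrong sign, and made 2 false calls.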

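Between P0 and F28, 17 genes were called (10 higher and 7 lower in P0, 58.8% higher). Between P3 and T31, 14 genes were called and all were higher in P3. Between P7 and T35, 38 genes were called, 37 higher and 1 lower in P7 (97.4% higher). All calls used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 the comparisons held 1108, 1516 and 1208 genes. Among the alternatives, limma on values with the run removed beforehand and every library taken as an independent sample raised the numbers most, to 193, 437 and 279 genes, and the run 1 library of each repeated animal gave 0 (1369 at an unadjusted p under 0.05), 4 and 5. Leaving out single animals also moved them, to 0 of P0 against F28 without F28 animal 2 (903 genes at an unadjusted p under 0.05), to 3 of P3 against T31 without P3 animal 3 and to 13 of P7 against T35 without T35 animal 6. Of the genes higher in P3 and of those higher in P7, 5 were shared.
The genes named in the comparison of P7 with T35 are given by Ensembl identifier, as in the deposited table. ENSOCUG00000017744 had 4600 to 6398 counts in the 3 P7 animals and 20 to 31 in the 3 T35 animals, a log2 fold change of 7.83 (standard error 0.78, adjusted p = 1e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the thresholds under each of the 13 alternatives in which it was tested anew. At least 10 counts in every library left the 3 genes named here out of the test, and the adjusted p alone uses the same test. ENSOCUG00000002424 had 1199 to 19836 counts in P7 and 45 to 242 in T35, a log2 fold change of 5.95 (standard error 1.10, adjusted p = 0.018 from the same edgeR test), and passed under 9 of 13 alternatives, with adjusted p from 2.37e-06 to 0.358. It passed in 16 of the 21 fits that each left out 1 animal, with adjusted p up to 0.176 from the same edgeR test. ENSOCUG00000016347 was lower in P7, with 4 to 5 counts against 21 to 31, a log2 fold change of -2.55 (standard error 0.52, adjusted p = 0.0396 from the same edgeR test). It passed under 9 of 13 alternatives, with adjusted p from 3.84e-05 to 0.305, and in 9 of the 21 fits that each left out 1 animal.

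**Figure D2:**
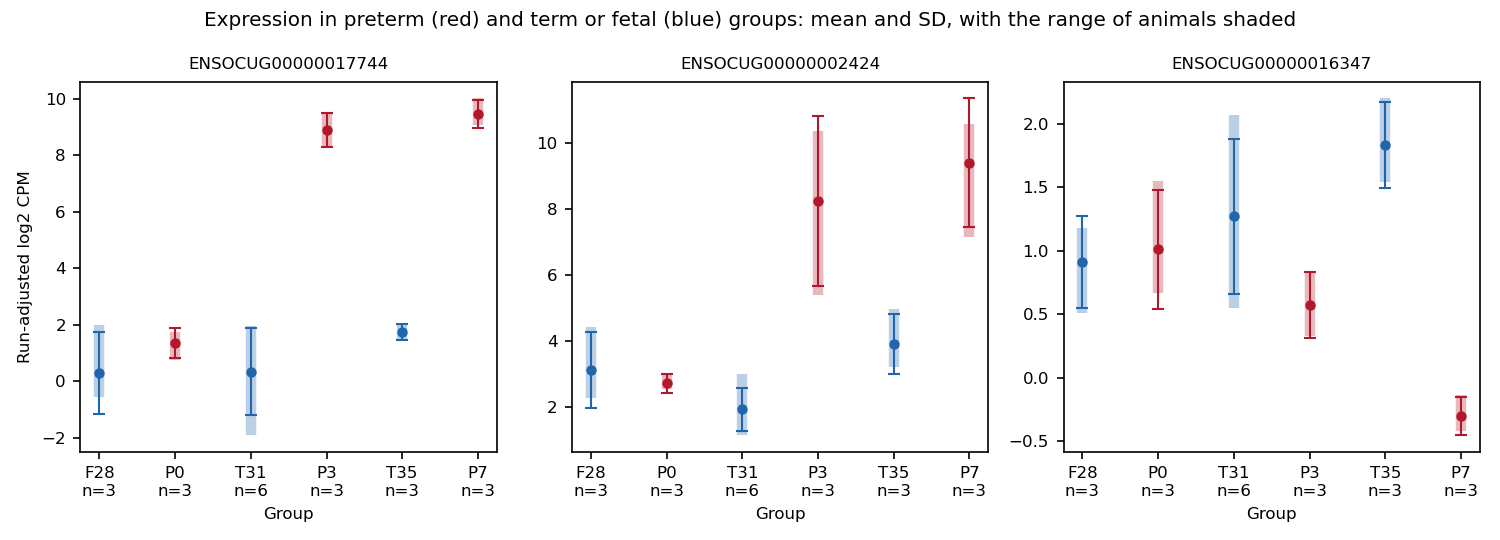
Run-adjusted log2 CPM (vertical axis) of 3 genes in F28, P0, T31, P3, T35 and P7 (horizontal axis), with the mean, the SD and the range over 3 to 6 animals per group. For ENSOCUG00000017744 the mean is 8.89 in P3 and 9.45 in P7, and between 0.3 and 1.75 in the other groups.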

Upregulated genes outnumbered downregulated genes in all comparisons, ranging from 71.7% to 86.0% of the total DEGs (62 genes in P0 vs F28, 51 in P3 vs T31, and 214 in P7 vs T35 comparisons, respectively) (Fig. 6B). Nevertheless, when considering age-matched pups, genes up-regulated in the P7 vs T35 comparison could either be due to a decrease of gene expression during normal development or to an increase in preterm pups. Therefore, DEG lists were created for P0 *vs* F28, P3 *vs* T31 and P7 *vs* T35 comparisons, which were combined with lists of dysregulated genes during normal lung development (i.e., genes dysregulated in the F28 vs T35 comparison) but not dysregulated after preterm birth (P0 vs P7 comparison) and vice versa (Fig. 6C).

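Of the 37 genes higher in P7 than in T35, 34 were also called higher in P7 than in P0. The P7 animals are part of both comparisons and the genes were selected for high values in them, so this overlap is not independent evidence of a rise in preterm pups. Among the 37, 9 were called higher in T35 than in F28 and 2 were called lower in T35 than in F28, with the T35 animals part of both comparisons. These were ENSOCUG00000023599, with a log2 fold change of -1.76 from F28 to T35 and 0.67 from P0 to P7, and ENSOCUG00000037631, with -5.06 and 0.56. Both were named after their values had been seen, and neither was called between P0 and P7.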

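Between F28 and T35, 331 genes were called (236 higher and 95 lower in T35), and between P0 and P7, 441 (363 higher and 78 lower in P7), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Called in both were 132 genes that rose and 30 that fell, and no gene was called in opposite directions. The T35 against F28 number fell to 137 without F28 animal 9. The paper reasons that a gene higher in P7 than in T35 may have fallen in normal development or risen in preterm pups, and separates these by combining the lists.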

**Fig. 6:**
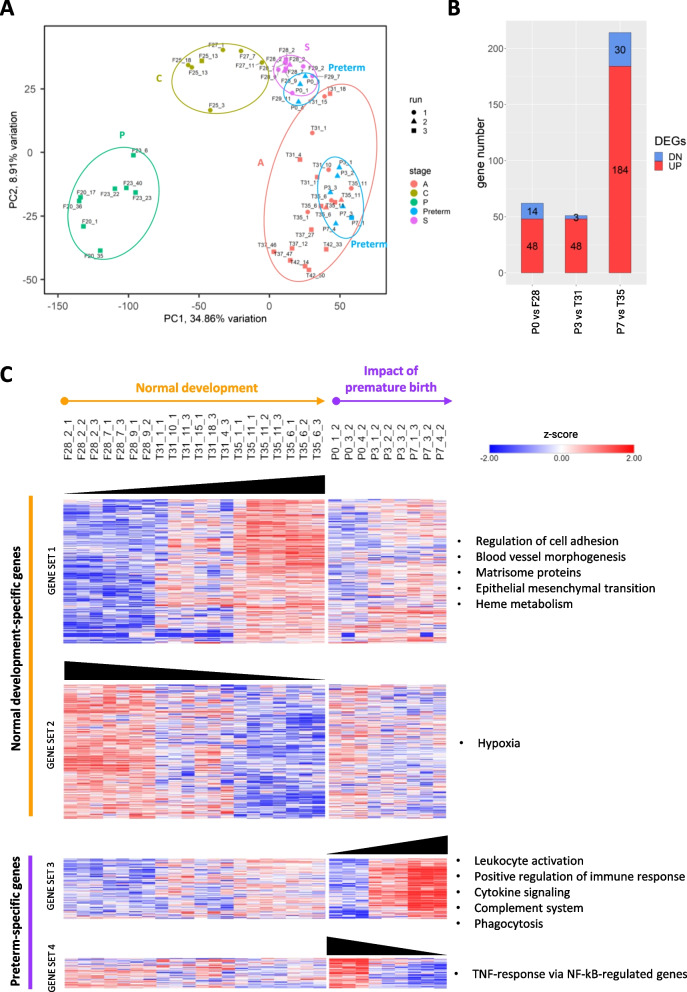
The impact of premature birth on the molecular pathways of lung development. **A** Principal component analysis (PCA) shows preterm pups clustering closely to, yet well separated from, term pups of the same gestational age. Samples were sequenced in three different RNA-sequencing runs and batch-effect correction was applied. **B** Number of differentially expressed genes between preterm rabbit pups and age-matched term pups at different time points. Upregulated and downregulated genes are shown in red and blue, respectively. **C** Heatmap representing expression levels during normal development or after premature birth. Gene set 1 and gene set 2 refer to genes and pathways respectively upregulated and downregulated in term pups but not modulated in preterm pups; gene set 3 and gene set 4 refer to genes and pathways respectively upregulated and downregulated in preterm pups but not modulated in term pups. The last number in sample names indicates in which RNA-sequencing run the sample was sequenced. Z-score-normalized expression level is indicated on a low-to-high scale (blue–white–red). Main pathways enriched in each gene set are indicated on the right

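A PCA of 45 animals, the fetal, term and preterm groups together with 1 library each, was made on 15733 genes after removal of the run difference. The first component held 35.4% of the variance and the second 9.1%. The distance of each preterm animal from the mean of every fetal and term time point was measured over all genes, in log2 units per gene. The nearest mean was that of F28 for all 3 P0 animals (0.613 to 0.639) and that of T35 for all 3 P7 animals (0.632 to 0.641). On the first pair of components, however, only 1 of the 3 P0 animals was nearest to F28 and the other 2 were nearest to F29, while all P3 and P7 animals were nearest to T35. Over all genes the 3 P3 animals were also nearest to T35 (0.616 to 0.631), and their distance from the mean of T31, their age-matched group, was 0.706 to 0.746. The P3 libraries and 2 of the 3 T35 libraries came from run 2, the T31 libraries from runs 1 and 3, and the F29 libraries from run 1. A remaining run difference may therefore have added to these distances. The mean distance between animals of different groups was 1.10 times that between animals of the same group for P0 and F28, 1.17 times for P3 and T31 and 1.16 times for P7 and T35.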

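The difference between the runs was measured in the 6 animals that were sequenced in more than 1 run (15 libraries), with edgeR's quasi-likelihood test and the animal as a block. Of 14360 genes, 4595 were called (adjusted p of at most 0.05 by Benjamini-Hochberg and an absolute fold change above 2) and 9812 had an adjusted p of at most 0.05. Between runs 2 and 1, 3015 genes were called, between runs 3 and 1 4110, and between runs 3 and 2 416. Each of these libraries correlated most, after centring within runs, with another library of its own animal.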

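By the definitions of Fig. 6C, gene set 1 (higher in T35 than in F28 and not called between P7 and P0) held 104 genes and gene set 2 (lower in T35) 65. Gene set 3 (higher in P7 than in P0 and not called between T35 and F28) held 231 and gene set 4 (lower in P7) 48. Of gene set 1, 84.6% of the genes had a log2 fold change of the same sign from P0 to P7, with a median log2 fold change of 0.65 there against 1.80 from F28 to T35. The same share was found for gene set 2, with medians of -0.62 and -1.43. Of gene set 3, 90.9% had the same sign from F28 to T35 (medians 0.9 there and 2.30 from P0 to P7), and of gene set 4, 70.8% (medians -0.41 and -1.66). In that other comparison 45 genes of set 1, 32 of set 2, 119 of set 3 and 15 of set 4 had the same sign and an unadjusted p under 0.05, so for the rest only the sign is known. The difference between the 2 changes was tested itself, as an interaction of time and prematurity with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. It was called for 5 of the 14544 genes, 4 of which were in the gene sets (1 in set 1 and 3 in set 3), and 1135 genes had an unadjusted p under 0.05. Such a p was found for 45.2% of the genes of set 1, 46.2% of set 2, 43.7% of set 3 and 56.2% of set 4, against 7.8% of all genes tested. Since the sets were chosen on these animals for a call in 1 comparison and not in the other, the selection itself raises these shares. The alternatives gave from 0 to 167 genes for the interaction. In the test on simulated changes the interaction was called for 71% of the changed genes, with 11 false calls. Without F28 animal 9, gene sets 1 and 2 held 33 and 29 genes, and without P0 animal 1 gene set 4 held 24.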

Pathway enrichment analysis revealed a prevalence of upregulated immune system-related genes and pathways in preterm animals compared to age-matched term pups. The significance of these pathways increased as a function of post-natal time (i.e., from P3 *vs* T31 to P7 *vs* T35 comparisons) and moreover were specifically upregulated only in preterm pups (i.e., P7 *vs* P0 comparison, gene set 3). Notably, regarding the P0 *vs* F28 comparison, up-regulated genes were significantly enriched in TNF-responsive, NF-κB-regulated genes. Other genes characterized by downregulation during normal development, but not downregulated in preterm pups were enriched in hypoxia pathway-related genes. Genes involved in cell adhesion, heme metabolism, blood vessel morphogenesis, extracellular matrix protein expression (matrisome proteins) and epithelial-mesenchymal transition processes were exclusively upregulated in term animals but not in premature pups (gene set 1, T35 *vs* F28 comparison).

### Comparison of the rabbit and mice lung transcriptomes between late fetal stage and term birth

An independent dataset available from Beauchemin et al*.* (GEO: GSE74243) [22] was used to compare mouse and rabbit lung developmental transcriptomic profiles. Specifically, DEG lists comparing E18.5 *vs* PND0 in mice (intra-saccular phase comparison) and F28 *vs* T31 in rabbits (saccular vs alveolar) were created and subsequently used for pathways enrichment (Fig. 7A). 

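Between F28 (3 animals) and T31 (6 animals), 288 of 14544 genes were called, 103 higher and 185 lower in T31, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The F28 libraries came from runs 2 and 3 and the T31 libraries from runs 1 and 3. With run 1 libraries alone, 3 animals of each group, 15 genes were called. Without F28 animal 7 the number fell to 4.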

Characteristic pathways of organ development such as cell cycle, regulation of cell division, cell cycle checkpoint, and mitotic processes were upregulated in both mice (E18.5) and rabbits (F28) at late fetal lung development, with comparable Log q-values for each pathway in both species (Fig. 7B). At term (PND0 in mice and T31 in rabbits) both species were enriched in angiogenesis, vasculature development, blood vessel development, humoral immune system, leukocyte migration, and TNFα signalling via NF-κB even if they born at term in different lung developmental phases (Fig. 7C).

**Fig. 7:**
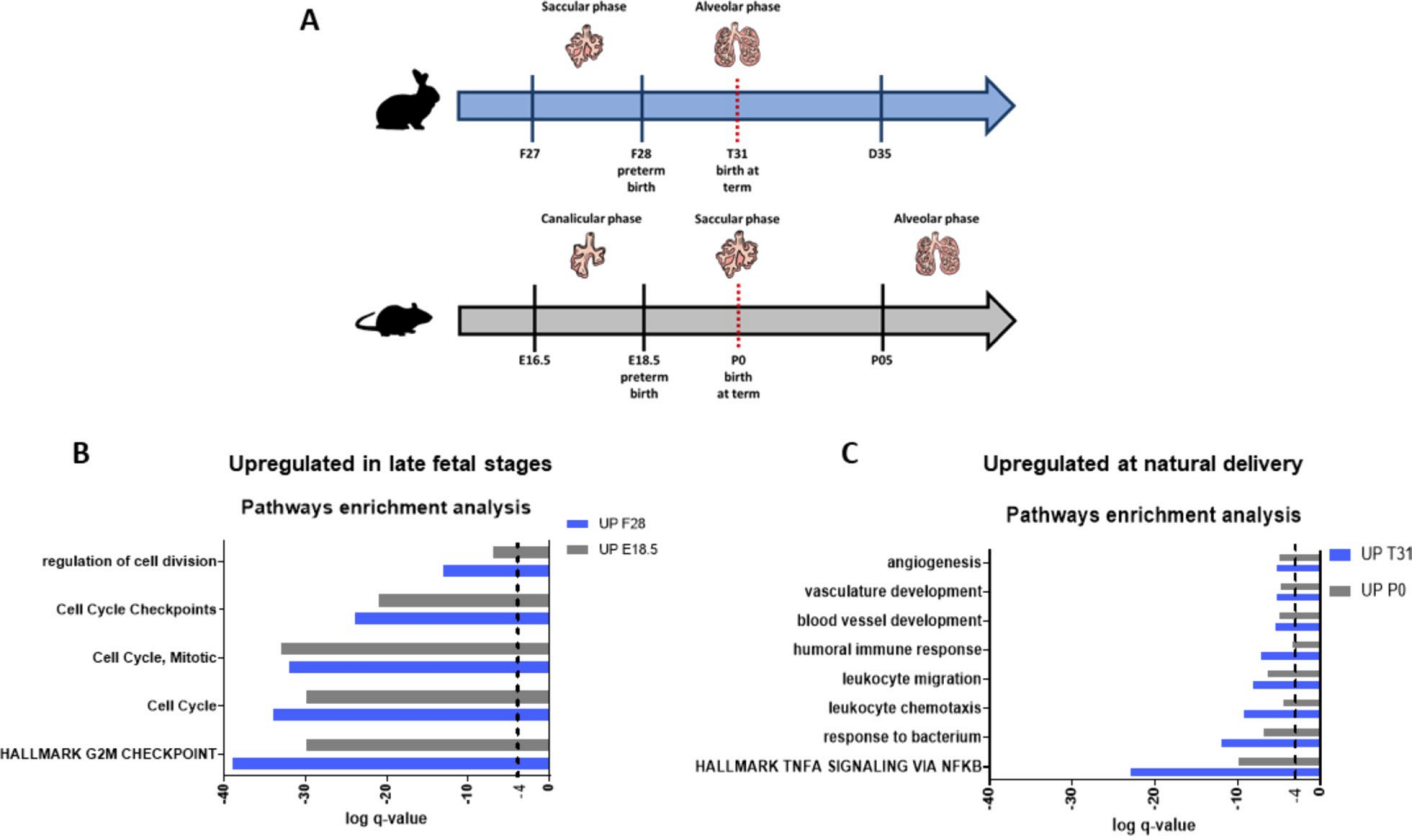
Developmental gene expression comparison between rabbits and mice. **A** Comparison between rabbit and mouse physiological lung development. Rabbits are born at term (T31) in the alveolar phase, whereas mice are born at term (PND0) in the saccular phase. Mice enter the alveolar phase only 4–5 days after birth. **B** Up-regulated pathways in rabbits (blue line) and mice (grey line) at preterm birth (F28 and E18.5 time points, respectively). **C** Up-regulated pathways in rabbits (blue line) and mice (grey line) at term birth (T31 and PND0 time points, respectively). The identification of processes enrichment for each comparison was performed using the Metascape software. Only processes with q-values ≤ 10^–4^ were considered significantly enriched

## Discussion

Due to the intrinsic limitations in obtaining representative samples from BPD infants, animal models are essential to decipher the intricate molecular pathways involved in BPD. Rats, mice, rabbits, lambs, and non-human primates have been used to recapitulate the pathophysiology of BPD, incorporating into the animal models well-known clinical “triggers” of BPD such as postnatal hyperoxia, perinatal infections and inflammation, and invasive mechanical ventilation [8–11]. Interestingly, however, less attention has been placed on characterizing the impact of premature birth (i.e., without further perinatal insults) on the molecular regulation of lung development, even though it is a common risk factor in all BPD infants. To fill this knowledge gap, we took advantage of the rabbit model, which represents a cost-effective alternative to non-human primates and enables the delivery of premature rabbit pups with respiratory distress.

In the first place, we applied histomorphometry and histological analyses to investigate the progression of the rabbit’s normal lung development. Histomorphometry data indicated a high level of significance for TD and MT% in the pseudoglandular-to-canalicular and canalicular-to-saccular transitions, whereas the changes in TD were less significant in the saccular-to-alveolar transition, without significant differences for MT%. Similarly, the striking difference between the saccular phase and the previous pseudoglandular and canalicular phases in terms of RAC was less pronounced (yet still significant, P < 0.05) in the transition from the saccular to the alveolar phase. This is in line with the histological observation of less evident changes in the lung parenchyma between the saccular and alveolar phases. Overall, the morphological characterization of the normal rabbit’s lung development allowed clear differentiation of the distinct developmental stages, thereby validating the selected time-points as stage-specific for the transcriptomic and proteomic analyses.

Next, we performed a time-resolved transcriptomic and proteomic characterization of the normal rabbit’s lung development. Here, the proteomic data consist of a panel of proteins of interest with the purpose of validating the findings from the transcriptomic profiling. Notably, proteins and transcripts obtained from independent experiments showed a fairly common expression pattern. The transcriptomic analysis demonstrated marked differences in the type and number of dysregulated genes along different developmental stages, with the lowest number of dysregulated genes observed for the comparison between the saccular and alveolar phases. The gene expression patterns and pathways involved during physiological lung development were determined by applying WGCNA analysis, which has been recently used to characterize and identify key pathways involved in several pathologies, including BPD [42–44]. Pathway enrichment analysis on co-expressed gene modules identified different expression patterns during normal lung development. For instance, cell cycle and embryo development-related pathways (genes in ME2 and ME3) appear upregulated in the first developmental phases (up until F27), a sign of organ expansion and early embryonic morphogenesis processes.

The genes in the ME1 are characterized by a low expression in the pseudoglandular and canalicular phases and their upregulation in the saccular phase that persists during the alveolar phase. Pathway enrichment analysis of these genes revealed molecular processes that have been described to be essential to specialize the lungs for the extrauterine transition, including autophagy, FOXO-mediated transcription, epithelium/endothelium development pathways, and TGF-β response, among others [45–49]. Interestingly, these pathways increase their expression at F28, corresponding with the starting point for the 28-day gestation premature rabbit model of BPD [13, 14, 16]. Furthermore, the respiratory distress observed in the 28-day gestation rabbit model [12] correlates well with our analysis, showing that the expression of SFTPA1 and SFTPB mRNAs and their subsequent translation started at F28, which remained upregulated during the alveolar phase. Surfactant production and innate immune responses are critical and connected processes necessary for breathing and survival after birth [50]. Our results also show an upregulation of the immune system, response to oxidative stress, complement, and TNF-α signaling pathways in the transition between the saccular and alveolar stages during normal lung development.

Initiation of breathing activates critical metabolic and cardiorespiratory changes in the newborn to adapt the lungs to the new environment [51]. In this regard, the genes of ME4, which are characterized by an increased expression pattern after birth (T31), show an upregulation of the reactive oxygen species (ROS) metabolic processes and angiogenesis and cell migration (vascular endothelial growth factor [VEGF] signaling). Accordingly, the proteomic analysis revealed that antioxidant enzymes (PRDX1, CAT, PRDX6, GPX1, SOD1, TXN, and PRDX3) are highly expressed and translated at term (T31). Moreover, the proteomic analysis included other proteins that are mainly expressed during late lung development. For instance, PECAM plays a role in angiogenesis and is important for the process of alveolar septation; the loss of PECAM results in increased endothelial sensitivity to apoptotic stress, an altered response in the recruitment of neutrophils, and decreased angiogenesis [52]. PDGFRB is a tyrosine-protein kinase involved in regulating embryonic development and cell proliferation; its receptor also plays an essential role in blood vessel development by promoting proliferation, migration, and recruitment of pericytes and smooth muscle cells to endothelial [53]. TGFBI is involved in early alveolarization and in pulmonary angiogenesis; this downstream target of TGF-β signaling is a crucial component of the distal lung extracellular matrix, which is necessary for normal alveolar secondary septation [54, 55].

Premature birth is associated with significant respiratory morbidity in human preterm neonates. Respiratory distress syndrome (RDS) and BPD are the most prevalent pulmonary conditions affecting premature neonates, and their incidence increases with decreasing gestational age [5, 56]. RDS is primarily caused by a severe surfactant deficiency and is the consequence of incomplete lung maturation at delivery. In the case of BPD, premature birth represents the starting point of the disease, which develops postnatally in response to perinatal inflammatory events that activate not yet fully understood molecular mechanisms of lung injury and repair that disrupt normal lung development [5]. Premature rabbits closely mimic the lung immaturity observed in human neonates. Rabbit pups delivered after 27 days of gestation suffer from severe RDS and show a very limited life span (i.e., a few hours) despite receiving mechanical ventilation and surfactant treatment [57–59]. After 28 days of gestation, premature rabbits can breathe spontaneously and display a moderate RDS at birth. Salaets et al*.* have recently compared the pulmonary outcomes of premature rabbits delivered at 28 days of gestation and maintained in room air for seven days with age-matched term controls [12]. Their results indicated that prematurity per se may cause delay in lung development, even in the absence of hyperoxia or mechanical ventilation. Motivated by this study, we performed a transcriptomic analysis using a similar experimental design to investigate the impact of premature birth on pulmonary molecular regulation.

Our analysis reveals that premature birth causes a significant dysregulation of the inflammatory response. Remarkably, TNF-responsive, NF-κB regulated genes were significantly upregulated just one hour following premature delivery. NF-κB downstream target genes include innate and adaptive immune response factors, such as cytokines, chemokines, and cell adhesion molecules [60]. Hence, the upregulation of TNF-responsive, NF-κB regulated genes immediately after premature birth seems to trigger the upregulation of downstream inflammatory pathways such as leukocyte activation and cytokine signalling that persist during the first week of life. The analysis also revealed genes that appear dysregulated during normal lung development but are not dysregulated in premature animals, including genes involved in blood vessel morphogenesis, epithelial-mesenchymal transition and matrisome proteins (i.e., genes encoding for the extracellular matrix and associated proteins). Conversely, hypoxia genes were significantly downregulated only in term pups. The differential regulation of hypoxia genes in the early postnatal life may be explained by hypoxic episodes in premature rabbits due to their respiratory distress. Hypoxic episodes are relatively common in premature neonates due to their immature respiratory control [61].

Lastly, we compared our transcriptomic data on the rabbit´s lung development with the transcriptomic study conducted by Beauchemin et al. in mice [22]. Newborn rodents exposed to postnatal hyperoxia or perinatal inflammation have been widely used as models of BPD [7, 8]. At term, rodents are in the early saccular phase of lung development and display histological features of premature infants born at less than 30 weeks of gestation [11], albeit they have fully functional lungs. On the contrary, premature rabbits suffer from respiratory distress at birth, although they are also delivered in the early saccular phase. We, therefore, hypothesized that such functional differences at the starting point of both models (i.e., PND0 in mice and F28 in premature rabbits) would be reflected by the regulation of distinct molecular pathways. The comparison between term mice and rabbits showed that normal physiological birth activated common pathways in both species, despite term mice being in the saccular phase and premature rabbits in the alveolar phase. Interestingly, at the starting point of both BPD models, different gene sets were dysregulated in each specie. For instance, term mice showed an upregulation of pathways related to vascular development, whereas these genes were neither upregulated at F28 (Fig. 7B) nor in the first week of postnatal life following premature delivery (Fig. 6C). These findings suggest different molecular maturation degrees at the starting point of both BPD models, which may partly explain different responses to lung injury [62, 63] and pharmacological interventions [16, 64].

The present study has some limitations. In the first place, although we identified many pathways that are known to be involved in the development of BPD, we could not perform a head-to-head comparison with human data. Secondly, we conducted bulk transcriptomics on lung homogenates, which contain the transcripts of all lung cell types. Therefore, we could neither identify the changes nor the role of specific cell types at each developmental stage. Future studies applying single-cell transcriptomics [26] on the BPD rabbit model and on human samples would represent a significant advance in understanding the molecular pathways driving lung development in health and disease and may reveal novel therapeutic targets. In the present study, term rabbit pups were naturally delivered and mother-reared, whereas premature pups were delivered via C-section and fed milk formula, as would be expected in a clinical setting. We acknowledge that differences in delivery and postnatal care may have influenced our transcriptomic analysis. Nevertheless, the recent study by Salaets et al. [12] confirmed a significant impairment of lung development in premature rabbits compared to age-matched term rabbits, even when both term and preterm pups were delivered via C-section and fed with milk formula. Lastly, our analysis of the impact of premature birth was limited to one week of postnatal observation. Since the number of dysregulated genes increases along the first week of life in premature rabbits compared with age-matched term pups, studies are warranted to investigate the transcriptomic profiling and the pulmonary outcomes of premature rabbits at longer time points.

## Conclusion

We characterized the rabbit’s normal lung development using histological, transcriptomic and proteomic analyses, and investigated the impact of premature birth on the molecular regulation of this process. Histological findings corroborated that the rabbit’s lung development closely resembles the process in humans, showing developmental stage-specific morphological features and the intrauterine initiation of alveolarization. The time-resolved transcriptomic profile demonstrated the high translational power of the 28-day gestation premature rabbit as a model of BPD. At 28 days of gestation (F28), premature rabbits are delivered in the saccular phase, which concurs with the upregulation of genes and pathways involved in the pathophysiology of BPD, many of them essential to specialize the lungs for the extrauterine transition (e.g., angiogenesis and epithelium morphogenesis pathways). The analysis also revealed a significant impact of premature birth per se, without further perinatal insults (e.g., hyperoxia, LPS-induced inflammation), on the dysregulation of inflammatory and other pathways relevant for normal lung development (e.g., blood vessel morphogenesis and epithelial-mesenchymal transition). Altogether, these findings postulate the premature rabbit model, with or without additional insults, as a complementary alternative to rodent models for early stage mechanistic and pharmacological studies in the context of BPD.

## Supplementary Information

**Additional file 1:** Sequencing statistics and pathway analysis during normal rabbit lung development and after premature delivery. The first sheet (*sequencing stats*) contains the sequencing statistics. Sheets 2 (*Development Pathway analysis*) and 3 (*Pre-term Pathway analysis*) contain the pathway analysis of the rabbit’s normal lung development and the pathways analysis alterations due to premature delivery at 28 days of gestation, respectively.

## Data Availability

The datasets of the current study are available from the corresponding author on reasonable request.

## Abbreviations

BPD: Bronchopulmonary dysplasia
C-Section: Caesarean section
CAT: Catalase
COL1A1: Collagen Type I Alpha 1 Chain
COL1A2: Collagen Type I Alpha 2 Chain
CPM: Counts per million
CTNNB1: Catenin Beta 1
DDA: Data-dependent acquisition
DEG: Differentially expressed genes
E: Embryonic
ED: External diameter
F: Fetal
FASP: Filter-aided sample preparation
FC: Fold change
GEO: Gene expression omnibus
GPX1: Glutathione peroxidase
HCD: Higher energy collisional dissociation
HDAC1: Histone deacetylase 1
HDAC2: Histone deacetylase 2
ID: Internal diameter
IRS: Internal reference scaling
ME: Module eigengenes
MT%: Medial thickness of pre- and intra-acinar arteries
NF-κB: Nuclear factor κB
P: Postnatal
PCA: Principal component analysis
PDGFRB: Platelet derived growth factor beta
PECAM: Platelet and endothelial cell adhesion molecule 1
PND: Postnatal day
PRDX1: Peroxiredoxin 1
PRDX3: Peroxiredoxin 3
PRDX6: Peroxiredoxin 6
RAC: Radial alveolar count
RDS: Respiratory distress syndrome
ROS: Reactive oxygen species
SFTPA1: Surfactant protein A
SFTPB: Surfactant protein B
SOD1: Superoxide dismutase 1
T: Term
TD: Tissue density
TGF-β: Transforming growth factor- β
TGFBI: Transforming growth factor beta induced
TMM: Trimmed mean of M values
TMT: Tandem mass tags
TNF-α: Tumor necrosis factor-α
TXN: Thioredoxin
VEGF: Vascular endothelial growth factor
WGCNA: Weighted gene co-expression network analysis
WSI: Whole slide images

How the deposited data were processed for this re-analysis (not part of the article)

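The expression values come from lung RNA of 45 rabbits in 54 sequencing libraries, read in 3 runs. The series held 36 fetal and term animals at 10 time points in 4 developmental phases and 9 preterm animals, 3 each at P0, P3 and P7. Every library was mapped to its animal, time point and run from the labels of the deposited samples, and 0 columns of the table were left unmapped. The animal was the replicate. 6 animals (1 at F25, 3 at F28 and 2 at T35) were sequenced in more than 1 run and account for 15 libraries. The plan fixed at the start gave this number as 16, which was a miscount.

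The deposited table holds read counts per gene as whole numbers, and the authors state in their methods how gene counts were obtained. They trimmed adapters with BBduk, aligned the reads to OryCun2.0 with STAR, counted them with HTSeq-count on the Ensembl rabbit annotation and used a custom script for reads in unannotated 3′ UTRs. The versions of these tools are not given in the paper's text, and whether the table includes the added 3′ UTR reads is not stated there. The counts of the table were whole numbers with a different total in each library, listed 29587 Ensembl identifiers, and held 0 entries that name no gene. No library was a copy of another: 0 pairs were identical, and the highest correlation between libraries was 0.986.

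Totals per library ran from 5771693 to 8073755 counts with a median of 7090332, which is 27.0% to 37.6% of the mapped reads listed in Additional file 1. The median was 6519527.5 in run 1, 7305106 in run 2 and 7252349 in run 3. At these depths 0.5 CPM corresponds to only a few reads, so fold changes of genes near this limit are imprecise. Reads without molecular identifiers are not independent molecules, and counting error is only part of the spread between animals.

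Groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the counts, with TMM normalization, genes with at least 0.5 CPM in at least 3 of the fitted libraries, and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an absolute fold change above 2 and an adjusted p of at most 0.05. The development fit used 36 libraries, 1 per animal, from runs 1 and 3. The preterm fit used 21 libraries of F28, T31, T35, P0, P3 and P7, 1 per animal, with the run 2 library first, then run 3, then run 1. Both models included the run. The interaction of time and prematurity was tested as the change from P0 to P7 minus the change from F28 to T35. The difference between runs was tested over the 15 libraries of the repeatedly sequenced animals, with the animal as a block.

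For the PCA and the profiles, log2 CPM values with a prior count of 2 were adjusted for the run with removeBatchEffect of limma 3.58.1, with the time point protected. Gene clusters were made by k-means with 10 clusters and 50 starts on z-scores of these values. WGCNA was not used here, so the clusters stand beside the modules of the paper and are not the same sets of genes. Exact permutation tests were run over all divisions of the time points or animals, and those of correlations with scipy 1.17.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

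The procedures were tested on counts simulated from the gene means and library totals of the deposited counts. Changes of 1.5 to 3 on the log2 scale were planted in 200 genes. The spread between animals was set by a formula, and no other group difference was put in. Run differences were smaller than those measured (median absolute log2 fold change 0.578 for run 2 and 0.67 for run 3, each against run 1). The shares called may therefore be higher than in the data. The development fit called 93% of them with 0 false calls and the preterm fit 86.5% with 2. In the preterm data limma-voom called 86.5% with 4 false calls, limma after removeBatchEffect 86.5% with 16, DESeq2 84% with 1, and the interaction 71% with 11. No call had the wrong sign.

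The group comparisons with their tests, thresholds, samples and alternatives were chosen before the data were examined. The leave-one-animal-out fits of T31 against F29, T35 against T31 and the run difference were added after seeing the data, as were the distances within single runs. Several tests of explanations were also chosen after the results were seen, and the closing section names them. The alternatives were limma-voom on 1 library per animal, limma-voom on all libraries taken as independent samples or with the animal as a random block, edgeR on all libraries, limma after removeBatchEffect on all libraries, and DESeq2 1.42.0. Further alternatives were a model without the run, the run 1 library of a repeated animal, no filter on low counts, at least 10 counts in every library, glmTreat with a fold change of 1.5, the adjusted p alone, the time point as the factor, all 13 groups in 1 fit, runs 1 or 2 alone, a block by replicate number, and each animal left out in turn. For the PCA and clusters they were no run adjustment, the 500 most variable genes, all libraries of runs 1 and 3, 8 or 12 clusters and average-linkage clustering.

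The genes named in the text were to be those with the largest changes among called genes whose groups did not overlap, together with the genes the paper names in its results. The deposited table lists genes by Ensembl identifier only, and 0 of its 29587 identifiers were found in the reference table of 38822 rabbit genes, so no gene could be given a name. The rule was therefore applied to P7 against T35 without its condition on symbols, taking at most the 2 largest rises and the 2 largest falls by identifier. Only 1 gene fell in that comparison. Genes the paper names, gene lists, pathways and human orthologues were not analysed here, and neither were the proteomic, histological and mouse data. Protein-coding and non-coding genes could not be separated.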

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

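The tests of both F20 animals and of the gene sets in this part were chosen only after the results were seen. The interaction and the splits of the animals were set beforehand.

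The change from P0 to P7 differed from the change from F28 to T35 in 5 of 14544 genes by a test of the difference itself (edgeR's quasi-likelihood test of the interaction, Benjamini-Hochberg adjustment), and 1135 genes had an unadjusted p under 0.05. These 5 genes were named after their values had been seen. ENSOCUG00000017744 had an interaction of 7.15 on the log2 scale (standard error 1.17), ENSOCUG00000015108 of 2.65 (0.45), ENSOCUG00000009084 of 2.19 (0.34) and ENSOCUG00000012637 of 1.21 (0.21), all with larger changes in the preterm pups, and ENSOCUG00000000795 of -1.78 (0.31). Each had an adjusted p of 0.0471 in edgeR's test. In 2 of 30 splits of the 12 animals, the real one included, at least 5 genes were called, and another split gave 21, so a number this small was also found for animals grouped otherwise. Across the fits that each left out 1 animal the number ran from 0 to 8, and it was 0 in 12 of the 21 fits, for example without P0 animal 3 (1059 genes at an unadjusted p under 0.05). The alternatives moved it both ways. It was 62 with DESeq2 and 41 without a filter on low counts, all 5 genes among them each time, 43 with limma-voom and the animal as a random block, 19 with all 13 groups in 1 fit, and 87, 100 and 167 in the fits that took all libraries as independent samples. It was 0 with limma-voom on 1 library per animal, without the run in the model and with glmTreat (1250, 1073 and 538 genes at an unadjusted p under 0.05).

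How many genes differed therefore depends on the method. Real changes can also be smaller than those planted in simulated data, of which the test called 71%. The test also made 11 false calls there, beside 142 true ones. False calls depend on how many genes are called, so this does not say how many of the 5 genes called here are false. Of the 448 genes of gene sets 1 to 4, 86.4% had a log2 fold change of the same sign in the comparison in which they were not called. The upper ends of the ranges of random gene lists matched on expression were 60.6%, 61.5%, 57.1% and 62.5% for the 4 sets. These lists were drawn 10000 times, and the ranges leave out the outer 2.5% on each side. This is consistent with set genes crossing the threshold in 1 comparison only, with a change of the same direction in both, taken over a set as a whole. For single genes it is less firm, since only 45 of 104, 32 of 65, 119 of 231 and 15 of 48 had the same sign and an unadjusted p under 0.05 in the other comparison. A difference in the size of the change is left open, since the interaction had an unadjusted p under 0.05 for 45.2%, 46.2%, 43.7% and 56.2% of the genes of the 4 sets, against 7.8% of all genes tested. The sets were chosen on the same animals for a call in 1 comparison and not in the other, which by itself brings such genes into them, so these shares do not decide how many set genes differ. The design names 2 biological differences between the pups, premature delivery and the days since delivery, and the paper adds caesarean section and formula feeding. These could not be separated by the interaction, since the preterm pups were 7 days past delivery at P7 and the term pups 4 days at T35.

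F20 animal 1 had 6433138 counts, below the other F20 animals (7257675 to 7323627), and its 10 highest genes took 7.102% of its counts against 12.3% to 12.6% in the others. F20 animal 35 lay at -100.5 on the first principal component, while the others lay between -109.8 and -108.7. Each was set apart by the gap to its nearest neighbour relative to the range of the 4 animals. In all, 24 such comparisons were made (4 groups of animals and 6 measures), 3 passed, and 1.2 are what chance gives.

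For F20 animal 1, fewer reads in the few highest genes were tested as the whole explanation of its low total. Without the 10 highest genes of each library its total was 5976251 against 6359349 to 6417970 in the others, still lower by more than the range of the others, which argues against it. Its counted reads were 29.9% of its mapped reads, against 33.8% to 35.1% in the other F20 animals, so fewer of its mapped reads were counted on genes. What lowered this share was not tested. Over all genes it was nearest to the mean of the other F20 animals (0.622 against 0.67 for F23).

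F20 animal 35 was nearest to the mean of the other F20 animals (0.713) and almost as near to that of F23 (0.728), a narrower margin than that of the other F20 animals. A mislabelled sample and an animal slightly ahead in development therefore cannot be told apart, since 1 animal and a margin this small do not decide. All F20 and F23 animals were sequenced in run 3, so a difference between runs does not apply. No biological explanation was tested.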

How the results depend on the processing

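The leave-one-animal-out fits of T31 against F29, T35 against T31 and the run difference were chosen only after the results were seen. Where a value below changed and no cause is given, the cause was not tested. Counts are compared by whether they lie within 1.5 times the value in the text, and a count does not say which genes were called.

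With limma-voom on 1 library per animal, 16 of 18 counts stayed within 1.5 times. The exceptions were P3 against T31 with 23 genes and the interaction with 0 (1250 genes at an unadjusted p under 0.05).

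With limma-voom on all libraries taken as independent samples, 10 of 18 counts were higher and 8 within 1.5 times. The saccular to alveolar comparison gave 608 genes, P0 against F28 61 (78.7% higher in preterm), P3 against T31 41, P7 against T35 215, T35 against F28 1221, T31 against F28 717, the interaction 87, and gene sets 1, 2 and 4 gave 465, 440 and 80. With edgeR on all libraries the values were 575, 66 (78.8%), 36, 210 (85.7% higher in P7), 1129, 712, 100, 460, 364 and 83, in the same order. With limma after removeBatchEffect on all libraries they were 501 for the saccular to alveolar comparison, 193 for P0 against F28, 437 for P3 against T31 (69.3% higher), 279 for P7 against T35 (80.6% higher), 1008 for T35 against F28, 734 for P7 against P0, 728 for T31 against F28, 167 for the interaction, and 382, 282 and 126 for gene sets 1, 2 and 4. In these 3 alternatives repeat libraries of an animal count as replicates, and the number of libraries is higher. With all libraries and the animal as a random block in limma-voom, P0 against F28 gave 38 genes, P3 against T31 73, P7 against T35 146, T35 against F28 744, T31 against F28 535, the interaction 43, and gene sets 1, 2 and 4 238, 246 and 81. The other 9 of 18 counts were within 1.5 times.

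DESeq2 gave 10 of 18 counts within 1.5 times and 8 higher. These were 68 for P0 against F28, 118 for P3 against T31, 141 for P7 against T35 (86.5% higher in P7), 503 for T35 against F28, 470 for T31 against F28, 62 for the interaction, and 105 and 97 for gene sets 2 and 4.

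Without the run in the model, the pseudoglandular to canalicular comparison gave 3348 genes, canalicular to alveolar 2958 and saccular to alveolar 689. P0 against F28 gave 6 (83.3% higher), P3 against T31 178, T35 against F28 166, gene sets 1 and 2 57 and 35, T31 against F29 258, T35 against T31 272 and the interaction 0 (1073 genes at an unadjusted p under 0.05). The other 9 of 20 counts were within 1.5 times. With the run 1 library of each repeated animal, P0 against F28 gave 0 genes (1369 at an unadjusted p under 0.05), P3 against T31 4, P7 against T35 5 (100% higher in P7), T35 against F28 627, T31 against F28 112, and gene sets 1 and 2 235 and 205. The mean log2 CPM of ENSOCUG00000017744 in T35 was 1.31 with these libraries. Where P0 against F28 gave 0 genes there was no share to compute.

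Run 2 libraries alone gave 30 genes for P0 against F28 (83.3% higher), 68 for P7 against T35, 19 for the interaction and 113 for gene set 4. Run 1 libraries alone gave 613 for T35 against F28, 15 for T31 against F28, 6 for T31 against F29 and 186 for T35 against T31. Both use fewer animals per fit. With all 13 groups in 1 fit the values were 50 for P0 against F28, 24 for P3 against T31, 19 for the interaction, and 98 and 92 for gene sets 2 and 4.

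Animals of the same replicate number correlated between -0.082 and 0.198, and those of different numbers between -0.18 and 0.165. These ranges overlap, so whether the numbers pair the pups is not decided. With a block by replicate number, P0 against F28 gave 0 genes (809 at an unadjusted p under 0.05), P3 against T31 2, P7 against T35 18 (100% higher in P7), T31 against F28 155 and the interaction 0 (1000 at an unadjusted p under 0.05).

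At least 10 counts in every library left 8642 genes in the development fit and 9210 in the preterm fit. Of 18 counts, 9 were lower by more than 1.5 times, 8 within it and 1, the interaction, higher. The 6 phase comparisons, from pseudoglandular against canalicular to saccular against alveolar, gave 571, 1394, 1493, 228, 528 and 120 genes, and 1881 genes were called in at least 1. P7 against P0 gave 275, gene set 3 116, the run difference 2417 and the interaction 8. Without a filter, P0 against F28 gave 48, P3 against T31 109, P7 against T35 131 (85.5% higher), T31 against F28 439, the interaction 41, and gene sets 2 and 4 104 and 84, with 21423 genes tested.

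The test of glmTreat asks for a change significantly above a fold change of 1.5, which by construction calls fewer genes. It gave 666 genes for pseudoglandular against canalicular, 161 for canalicular against saccular, 954 for canalicular against alveolar, 51 for saccular against alveolar, 1 for P0 against F28 (100% higher), 1 for P3 against T31, 21 for P7 against T35 (100% higher), 86 for T35 against F28, 260 for P7 against P0, 4 for T31 against F28, 0 for the interaction (538 at an unadjusted p under 0.05), and 21, 16 and 17 for gene sets 1, 2 and 4. The adjusted p alone, which drops the fold change threshold, gave 3016, 6218, 8423, 1016, 3458 and 1041 genes for the 6 phase comparisons, 9674 in at least 1, 515 for T31 against F28, and 107 and 104 for gene sets 2 and 4. The time point as the factor in place of the phase moved 1 of 7 counts, saccular against alveolar, to 547.

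Each of the 21 animals of the preterm fit was left out in turn. P0 against F28 ran from 0 to 22 genes, with 0 without F28 animal 2 (903 at an unadjusted p under 0.05), F28 animal 7 (936) or P7 animal 1 (1006). Its share higher in preterm ran from 0% without P0 animal 4 to 100% without P0 animal 3, over the 18 fits with a call. P3 against T31 ran from 3 without P3 animal 3 to 86 without T35 animal 1. P7 against T35 ran from 13 without T35 animal 6 to 57 without T31 animal 15, with 89.1% to 100% of the genes higher in P7. T35 against F28 ran from 137 without F28 animal 9 to 431, T31 against F28 from 4 without F28 animal 7 to 369, and the interaction from 0 without T31 animal 1 (1172 at an unadjusted p under 0.05) to 8. Gene sets 1 and 2 ran from 33 to 119 and from 29 to 114, both lowest without F28 animal 9, and gene set 4 from 24 without P0 animal 1 to 64. P7 against P0 (301 to 479) and gene set 3 (154 to 301) stayed within 1.5 times. In the development fit T31 against F29 ran from 0 without F29 animal 2 (1753 at an unadjusted p under 0.05) to 324 without T31 animal 15, over 9 fits, and T35 against T31 from 216 without T35 animal 6 to 561. The run difference ran from 4211 to 4634 genes over 6 fits.

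Of the genes named by identifier, ENSOCUG00000017744, ENSOCUG00000002424 and ENSOCUG00000016347 changed in the same direction in the 13 alternatives in which they were tested anew and in the 21 fits without an animal. At least 10 counts in every library left them out of the test. ENSOCUG00000017744 had adjusted p from 3.99e-12 to 0.00303 over the alternatives. ENSOCUG00000002424 failed the threshold with limma-voom on 1 library per animal (adjusted p = 0.358), with run 1 libraries (0.0892), with the block (0.142) and with run 2 alone (0.152), and ENSOCUG00000016347 with run 1 libraries (0.305), glmTreat (0.144), the block (0.208) and run 2 alone (0.0663). The mean log2 CPM of ENSOCUG00000016347 in P7 was -0.71 with a prior count of 0.5, since its 4 to 5 counts are few enough for the prior count to matter.

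The PCA without run adjustment held 29.4% of the variance on the first component and 24.2% on the second. With the 500 most variable genes these were 52.2% and 9.2%, and the ratio of term to fetal distances reversed, to 0.792 on the first pair of components and 0.907 over the genes (exact permutation tests, p = 0.252 and 0.124). With all libraries of runs 1 and 3 the components held 36.5% and 9.6%. The shares of genes in clusters highest in the pseudoglandular, canalicular, saccular and alveolar phases were 28.5%, 31.6%, 6.63% and 33.3% without run adjustment, 37.9%, 10.3%, 22.4% and 29.4% with 8 clusters, 42.6%, 7.63%, 28.7% and 21.1% with 12, and 44.3%, 4.14%, 39.9% and 11.6% with average-linkage clustering.

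The gene list tests were not run, because the identifiers could not be joined to gene names. Their alternatives, a preset correlation of 0.01 in camera, fry, no run in the model, run 1 or run 2 alone, the run 1 library of a repeated animal, leaving out each animal, and all libraries with the animal as a random block, were therefore not run either. Depth limits the genes with few reads, and a library of 5771693 counts holds 0.5 CPM at about 3 reads.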

Differences from the paper's values

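For the saccular to alveolar comparison the paper's number is about 530 DEGs in Fig. 3B, read by eye, and 325 were called here. Of 13 alternatives chosen before the data were examined, 8 came within 1.5 times of the paper's value, 608 with limma-voom and 575 with edgeR on all libraries taken as independent samples, 468 with limma-voom and the animal as a random block, 501 with limma after removeBatchEffect, 399 with DESeq2, 689 without the run in the model, 379 with the run 1 library of a repeated animal and 547 with the time point as the factor. The other 5 (limma-voom on 1 library per animal, no filter, at least 10 counts in every library, glmTreat and the adjusted p alone) did not.

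For P0 against F28 the paper's number is 62 genes and 17 were called here. Of 15 alternatives chosen before the data were examined, 5 came within 1.5 times, 61 with limma-voom and 66 with edgeR on all libraries taken as independent samples, 68 with DESeq2, 48 without a filter on low counts and 50 with all 13 groups in 1 fit. The other 10 did not.

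For P3 against T31 the paper's number is 51 genes and 14 were called here. Of 14 alternatives chosen before the data were examined, 3 came within 1.5 times, 41 with limma-voom and 36 with edgeR on all libraries taken as independent samples, and 73 with limma-voom and the animal as a random block. The other 11 did not.

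For P7 against T35 the paper's number is 214 genes and 38 were called here. Of 15 alternatives chosen before the data were examined, 4 came within 1.5 times, 215 with limma-voom and 210 with edgeR on all libraries taken as independent samples, 146 with limma-voom and the animal as a random block and 279 with limma after removeBatchEffect. The other 11 did not. The paper's methods name limma-voom and removeBatchEffect, and its text does not name how repeat libraries of an animal entered the test.

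The paper gives a range for the share of genes higher in preterm pups over the comparisons. Here the shares were 58.8% for P0 against F28, below that range, and 100% for P3 against T31 and 97.4% for P7 against T35, above it. Genes higher in preterm pups outnumbered those lower in all 3 comparisons here, as the paper states.

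The paper states that the saccular to alveolar transition has the fewest DEGs. This held here and under 11 of the 13 alternatives chosen before the data were examined, but without the run the canalicular to saccular comparison had fewer (458 against 689), and by the adjusted p alone as well (1016 against 1041). Without the run the pseudoglandular to saccular comparison (4221) also exceeded the pseudoglandular to alveolar one (4054), which the paper states has the most. The paper reports fewer DEGs for phases close in time. The pseudoglandular to canalicular step exceeded the canalicular to alveolar comparison without the run (3348 against 2958), with the time point as the factor (1881 against 1590) and with at least 10 counts in every library (571 against 528).

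The paper states that fetal samples cluster more tightly than term samples. Here the distances used the first pair of components and not the third, on which the T31 animals spread widely. The ratio of term to fetal distances was 1.32, which the permutation test did not separate from 1 (exact permutation test, p = 0.338). It was 0.792 with the 500 most variable genes and 1.08 without run adjustment. With all libraries of runs 1 and 3 it was 1.37, within run 1 1.46 and within run 3 2.21. Exact permutation tests did not separate these ratios from 1 either (p = 0.252, 0.981, 0.229, 0.267 and 0.2, in the same order).

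In the paper's Fig. 6A legend preterm pups lie close to term pups of the same age but clearly apart from them. Here the P3 pups were nearer to T35 (0.616 to 0.631) than to T31 (0.706 to 0.746) over all genes, and on the first pair of components 2 of the 3 P0 pups were nearer to F29 than to F28. All P3 and most T35 libraries came from run 2, no T31 library did, and F29 was sequenced in run 1 only. The runs may therefore be part of these distances, which do not decide against the legend. The paper describes gene sets 1 to 4 as changed in either term or preterm pups and not in the other. Here 86.4% of their genes had a log2 fold change of the same sign in both, with an unadjusted p under 0.05 in the other comparison for 45 of 104, 32 of 65, 119 of 231 and 15 of 48, and the difference itself was called for 4 of the 448 genes, while its unadjusted p was under 0.05 for 43.7% to 56.2% of the genes of each set, against 7.8% of all genes tested. The first 4 modules hold most genes in the paper, while the 4 largest k-means clusters held 49.4%, which are sets made by another method.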

Other observations

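Of the tests in this part, those of run 2 alone, of the alveolar time points, of library identity, of the T31 animals by run, of T31 left out and of T42 against T37 were chosen only after the results were seen.

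Repeat libraries of an animal were tested as a source of calls by taking the 3 libraries of 1 T35 animal against the 3 of another, as if they were independent samples. Among 13007 genes, limma-voom called 541 and edgeR 513, although each side is a single animal. The 3 splits that mixed the libraries of both animals gave 0 calls. With all libraries as independent samples P7 against T35 gave 215 calls. A candidate explanation for the higher counts is that differences between single animals enter as differences between groups.

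The difference between runs was called in 4595 of 14360 genes in the same animals. Lower depth of run 1 as the cause is argued against by 4554 calls after every library was thinned to 5862298 counts. Swapped libraries are argued against by 15 of 15 repeat libraries lying closest to their own animal (correlation 0.919 to 0.98 within animals, 0.915 to 0.969 between animals of a time point). Among 30 splits of these libraries, 1 gave as many calls, the real one, and the highest other gave 3787. What in the runs differed was not tested.

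Other splits of the animals were counted for every comparison. Among 30 splits of the development animals, 1 (the real one) gave as many calls for each of the 6 phase comparisons and for the genes called in at least 1 of them, and the highest other values were 136, 1299, 920, 238, 55, 15 and 12. For P0 against F28, P7 against T35, T35 against F28 and P7 against P0, 1 of 10 splits gave as many calls, the real one, and 3 animals against 3 cannot give a share under 10%. The highest other values were 10, 23, 0 and 0. For T31 against F28, 3 of 84 splits gave as many.

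For P3 against T31, 12 of 84 splits gave at least 14 calls, and another split reached 239. Of the 2 splits that set the T31 animals of 1 run against the rest, that of run 3 gave 81 calls and that of run 1 gave 1. No run holds both groups, so no value within a run can be had. A run difference that the model does not remove was tested on the T31 animals themselves. Between run 3 and run 1, 106 genes differed beyond the run difference of the repeated animals, but 3 of the 10 splits of the 6 T31 animals gave as many, and splits that mix the runs gave 0 to 323. The run and the animals of T31 therefore cannot be told apart, and the number of genes between P3 and T31 stays open. Across genes, which are not independent replicates, the run difference in the T31 animals and that in the repeated animals correlated at 0.73. Against the run 3 T31 animals alone, 103 genes were called.

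The P3 pups were 3 days past delivery and the T31 pups 0 days. The 50 top-ranked genes higher in P3 than in run 3 T31 rose from T31 to T35 among other, run 1 animals, with a median log2 fold change of 0.17 (36 of 50 higher), above random lists matched on expression (-0.11 to 0.07, without the outer 2.5% on each side, as in the ranges given after it). The 50 top-ranked genes lower in P3 had a median of -0.11 (13 of 50 higher), within random lists (-0.12 to 0.07). The first of these values is consistent with days since delivery contributing to the genes higher in P3, and the second does not extend this to the lower genes. The changes are small, and premature birth itself could not be separated from the days since delivery.

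For P0 against F28, the 50 top-ranked genes higher in P0 rose from F29 to T31 in other animals by a median log2 fold change of 0.36 (39 of 50 higher), above random lists (-0.1 to 0.14). Within run 1 alone 49 of them could be tested, with a median of 0.29 (39 higher, random lists -0.08 to 0.13). The 50 top-ranked genes lower in P0 had a median of -0.13, below random lists (-0.11 to 0.13). These values suggest that part of the difference 1 h after preterm delivery may be a response to delivery shared with natural birth, although F29 and T31 also differ by 2 days of development. A difference between runs as the whole cause is argued against by a fit of run 2 libraries alone (3 P0 and 2 F28 animals), which called 30 genes, while the 9 other splits of these animals gave at most 1. These libraries are also part of the comparison itself, so they are no independent repeat of it. Of the 17 genes called between P0 and F28, 9 were among the 30, so most of the 30 were other genes.

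For P7 against T35, the pups were 7 and 4 days past delivery. The 37 genes higher in P7 had a median log2 fold change of 0.15 from T31 to T37 (21 higher), within random lists (-0.14 to 0.34), which does not decide. From T37 to T42 their median was 0.59 (32 of 37 higher, random lists -0.14 to 0.15). The 50 top-ranked genes lower in P7 had a median of 0.2 from T31 to T37 (30 of 50 higher), at the upper end of random lists (-0.14 to 0.2). That is a rise, where days since delivery would predict a fall. P7 and T35 differ in both days since delivery and premature birth, so this comparison cannot tell them apart for the 37 genes. The P3 pups were fewer days past delivery than the T35 pups (3 against 4). ENSOCUG00000017744 and ENSOCUG00000002424, named for their large rises in P7, were still higher in P3 (mean log2 CPM 8.89 and 8.24) than in T35 (1.75 and 3.91). These top genes do not decide for the 37 as a set, which was not tested between P3 and T35. A difference between runs as the whole cause is argued against in the same way by 68 calls in run 2 libraries alone, while the 2 other splits of these 2 P7 and 2 T35 animals gave 0. These libraries, too, are part of the comparison, and 3 splits are few. Of the 38 genes called between P7 and T35, 29 were among the 68.

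The low number of genes between the saccular and alveolar phases was tested against the spread of the alveolar time points. With the time point as the factor the comparison gave 547 calls and canalicular against saccular 749, so that spread is not the whole explanation of the order. With 6 animals per phase the medians were 381 and 696.5, so neither are unequal numbers of animals. A smaller change of expression between these phases may remain as a hypothesis, and it depends on the run being in the model, since without it the comparison gave 689 calls and canalicular against saccular 458.

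On the third component (5% of the variance) the 6 T31 animals spread over 64.2 units. A difference between runs as the whole cause is argued against by the range within each run, 46.8 units over 3 animals, while the largest range at another time point was 18 units. A shift between the runs does not change the range within a run. Part of the spread between the runs was taken out with the run difference, so how much the runs add was not tested. Library depth as the cause was not decided. The component and the total count had a Pearson r of -0.18 (exact permutation test, p = 0.721), a Spearman rho of -0.37 (exact permutation test, p = 0.497) over 6 animals, and r of -0.48 without the 2 animals farthest from the median. No biological explanation was tested.

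The greater distance of term animals from their time point means was tested without T31, where the ratio was 1.09 (exact permutation test, p = 0.774). Whether T31 alone makes the difference cannot be told apart from chance, because with T31 the ratio of 1.32 was not separated from 1 either.

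The paper does not report T31 against F29 and T35 against T31. Between F29 and T31, 47 genes were called (33 higher, 14 lower in T31) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 13 of 84 splits gave as many, up to 540. The split by run gave 335, and within run 1 6 genes were called. Without F29 animal 2 there were 0 calls (1753 genes at an unadjusted p under 0.05). Between T31 and T35, 442 genes were called (327 higher, 115 lower in T35), and 3 of 84 splits gave as many. The highest, 674, was the split of run 3 T31 animals from the rest, while the split of run 1 T31 animals from the rest gave 7. Within run 1 186 genes were called. The changes from F28 to T35 and from P0 to P7 correlated at 0.29 across genes, which are not independent replicates.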
